# Multiscale molecular profiling of pathological bone resolves sexually dimorphic control of extracellular matrix composition

**DOI:** 10.1242/dmm.048116

**Published:** 2021-03-17

**Authors:** Aikta Sharma, Alice Goring, Peter B. Johnson, Roger J. H. Emery, Eric Hesse, Alan Boyde, Bjorn R. Olsen, Andrew A. Pitsillides, Richard O. C. Oreffo, Sumeet Mahajan, Claire E. Clarkin

**Keywords:** Polarisation-resolved second-harmonic generation, Raman spectroscopy, Sexual dimorphism, Extracellular matrix, Collagen, VEGF

## Abstract

Collagen assembly during development is essential for successful matrix mineralisation, which determines bone quality and mechanocompetence. However, the biochemical and structural perturbations that drive pathological skeletal collagen configuration remain unclear. Deletion of vascular endothelial growth factor (VEGF; also known as VEGFA) in bone-forming osteoblasts (OBs) induces sex-specific alterations in extracellular matrix (ECM) conformation and mineralisation coupled to vascular changes, which are augmented in males. Whether this phenotypic dimorphism arises as a result of the divergent control of ECM composition and its subsequent arrangement is unknown and is the focus of this study. Herein, we used murine osteocalcin-specific *Vegf* knockout (OcnVEGFKO) and performed *ex vivo* multiscale analysis at the tibiofibular junction of both sexes. Label-free and non-destructive polarisation-resolved second-harmonic generation (p-SHG) microscopy revealed a reduction in collagen fibre number in males following the loss of VEGF, complemented by observable defects in matrix organisation by backscattered electron scanning electron microscopy. This was accompanied by localised divergence in collagen orientation, determined by p-SHG anisotropy measurements, as a result of OcnVEGFKO. Raman spectroscopy confirmed that the effect on collagen was linked to molecular dimorphic VEGF effects on collagen-specific proline and hydroxyproline, and collagen intra-strand stability, in addition to matrix carbonation and mineralisation. *Vegf* deletion in male and female murine OB cultures *in vitro* further highlighted divergence in genes regulating local ECM structure, including *Adamts2*, *Spp1*, *Mmp9* and *Lama1*. Our results demonstrate the utility of macromolecular imaging and spectroscopic modalities for the detection of collagen arrangement and ECM composition in pathological bone. Linking the sex-specific genetic regulators to matrix signatures could be important for treatment of dimorphic bone disorders that clinically manifest in pathological nano- and macro-level disorganisation.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** Combined application of polarisation-resolved second-harmonic generation microscopy and Raman spectroscopy identified unique, sexually dimorphic extracellular matrix signatures linking pathological matrix disorganisation with composition.

## INTRODUCTION

Bone formation prevalent during development and repair is controlled by the coordinated expression of genetic regulators of osteoblast (OB) behaviour and commitment, and is characterised by the formation of non-mineralised osteoid comprising predominantly type I collagen (reviewed in Blair et al., 2017). The three-dimensional configuration of the osteoid scaffold, organised in part by the OB-derived non-collagenous proteins, subsequently facilitates the nucleation of apatite crystals during the mineralisation process (Blair et al., 2017; Houston et al., 2004; Staines et al., 2012). Both collagen organisation and the extent of matrix mineralisation influence the mechanosensitivity of bone. The hydroxyapatite (HA) crystals, deposited during matrix mineralisation, can withstand up to four times the stress of the collagen fibrils, whereas the bulk collagen phase is responsible for providing flexibility and fracture resistance during the deformation response (Nair et al., 2013). This energy-dissipation property of type I collagen in bone is largely due to its structure, in which fibrils made up of bundles of triple helical tropocollagen molecules containing a glycine-X-Y motif are organised into macroscale fibres (Currey, 1988; Donnelly et al., 2010; Ramshaw et al., 1998; Shoulders and Raines, 2009). A number of studies have shown that direct alterations to collagen properties implicate the overall mechanical properties of bone and often result in changes to fracture risk (Diebold et al., 1991; Kafantari et al., 2000; Sroga and Vashishth, 2012; Suarez et al., 1996).

The preclinical administration of collagen peptides has been shown to increase both the organic component of bone (Watanabe-Kamiyama et al., 2010) and enhance the biomechanical resistance of vertebrae in rats (de Almeida Jackix et al., 2010). Furthermore, clinical studies have demonstrated that specific collagen peptides can increase the bone mineral density (BMD) in postmenopausal women subjected to age-related bone loss (König et al., 2018). Conversely, during bone pathophysiology, the failure of appropriate osteoid mineralisation translates to an abnormal accumulation and distribution of the collagen matrix. This effect is prevalent in skeletal conditions such as osteomalacia or ‘soft bones’, wherein the proportion of mineral to collagen is reduced (Berry et al., 2002), whereas in osteogenesis imperfecta (OI) or ‘brittle bone disease’, the deficient bone matrix is hypermineralised in patients carrying mutations in the genes encoding the type I procollagen chains (*COL1A1* or *COL1A2*) (Boyde et al., 1999; Forlino et al., 2011).

The skeletal system is profoundly sexually dimorphic, being on average larger in men than in women (reviewed in Seeman, 2001). Bone strength is determined by bone mass acquisition during the pubertal years and subsequent bone turnover, which underlie sex differences in bone length, BMD, shape and microarchitecture throughout life. Sex differences have been reported in diseases associated with mutations in collagen-encoding genes. In an OI mouse model, Yao et al. (2013) reported sexual dimorphism linked to the structural and mechanical properties of bone, suggesting that collagen-encoding genes exert a divergent influence upon male and female bones. Currently, little information exists on how collagen fibrils and mineral species interact at the molecular level, and how they influence the skeletal sexual dimorphism in bone development and disease. Identification of sex-specific mechanisms of collagen assembly could provide novel targets to therapeutically improve bone structure, strength and reduce fracture risk in skeletal pathology.

Structurally type I collagen fibrils in bone, ∼200 nm in length and 2-3 nm in diameter, undergo self-assembly, resulting in the formation of larger supramolecular fibre structures with diameters of ∼500 nm (Bai et al., 2013; Shoulders and Raines, 2009). The concentric and periodic stacking pattern of collagen molecules facilitates plate-shaped nanocrystal (10-20 nm in length and 2-3 nm in width) interactions, enabling further arrangement of the larger mineralised fibres into macro-level tissue structures. Polarisation-resolved second-harmonic generation (p-SHG) is a powerful non-destructive multiphoton modality that has previously been utilised for the study of collagen architecture and fibrillar orientation (Stoller et al., 2002). This technique has been used to inform and assess the pathological consequence of disease on extracellular matrix (ECM) structure and conformation in a variety of cancers (Campbell et al., 2018; Chen et al., 2012; Tilbury et al., 2014b; Tokarz et al., 2019), fibrosis (James et al., 2019; Johnson et al., 2020 preprint; Lin et al., 2013; Rouède et al., 2017; Tilbury et al., 2014a) and in skin (Ducourthial et al., 2019; Fukushima et al., 2018; Su et al., 2009). Furthermore, p-SHG has been applied to investigate collagenous alterations that accompany ageing (Van Gulick et al., 2019), wound repair and scar formation (Mostaço-Guidolin et al., 2017). In a number of skeletal studies, second-harmonic generation (SHG) has also been used to (1) visualise woven bone formation during fracture repair (Park et al., 2019), (2) elucidate the effects of mechanical loading on collagen formation (Mansfield et al., 2019; Pinsard et al., 2019), and (3) differentiate between normal and OI bone tissue (Nadiarnykh et al., 2007). To date, however, multiscale quantitative analyses of collagen organisation, fibre alignment or anisotropy combined with the assessment of bone mineral composition within pathological bone have not been studied.

Vascularisation of the collagen matrix is a requirement for mineralisation and is driven, in part, by angiogenic factors produced by matrix-forming OBs, including vascular endothelial growth factor (VEGF; also known as VEGFA) (Hu and Olsen, 2016; Liu et al., 2012). We recently reported that loss of *Vegf* in osteocalcin-expressing OBs (OcnVEGFKO) promotes a poorly mineralised, yet highly vascularised, bone patho-phenotype that is pronounced in males (Goring et al., 2019). *In vitro* studies confirmed that this role of VEGF was, in part, mediated via autocrine signalling in male OBs, which resulted in compromised bone maturation. Murine long bones exist as compartmentalised structures with profound hierarchical arrangement observable on multiple levels. At the macroscale, trabecular and cortical structures (Fig. 1A,B) are visible and are distinct by their epiphyseal or diaphyseal localisation, respectively. Despite these differences in spatial organisation, nano-molecular type I collagen and HA crystals, formed as a product of OB differentiation, constitute the majority of the mineralised ECM throughout the bone (Florencio-Silva et al., 2015) (Fig. 1C-E). In order to investigate the resultant effects of VEGF depletion at the macro- and nanoscale, we combined p-SHG with Raman spectroscopy to characterise the spatial deviations in ECM organisation and composition. Linked with this multiscale analysis, we examined the potential mechanisms underlying the uncovered matrix signatures through the assessment of gene regulation *in vitro* following *Vegf* deletion in primary murine male and female OBs.

**Fig. 1.**
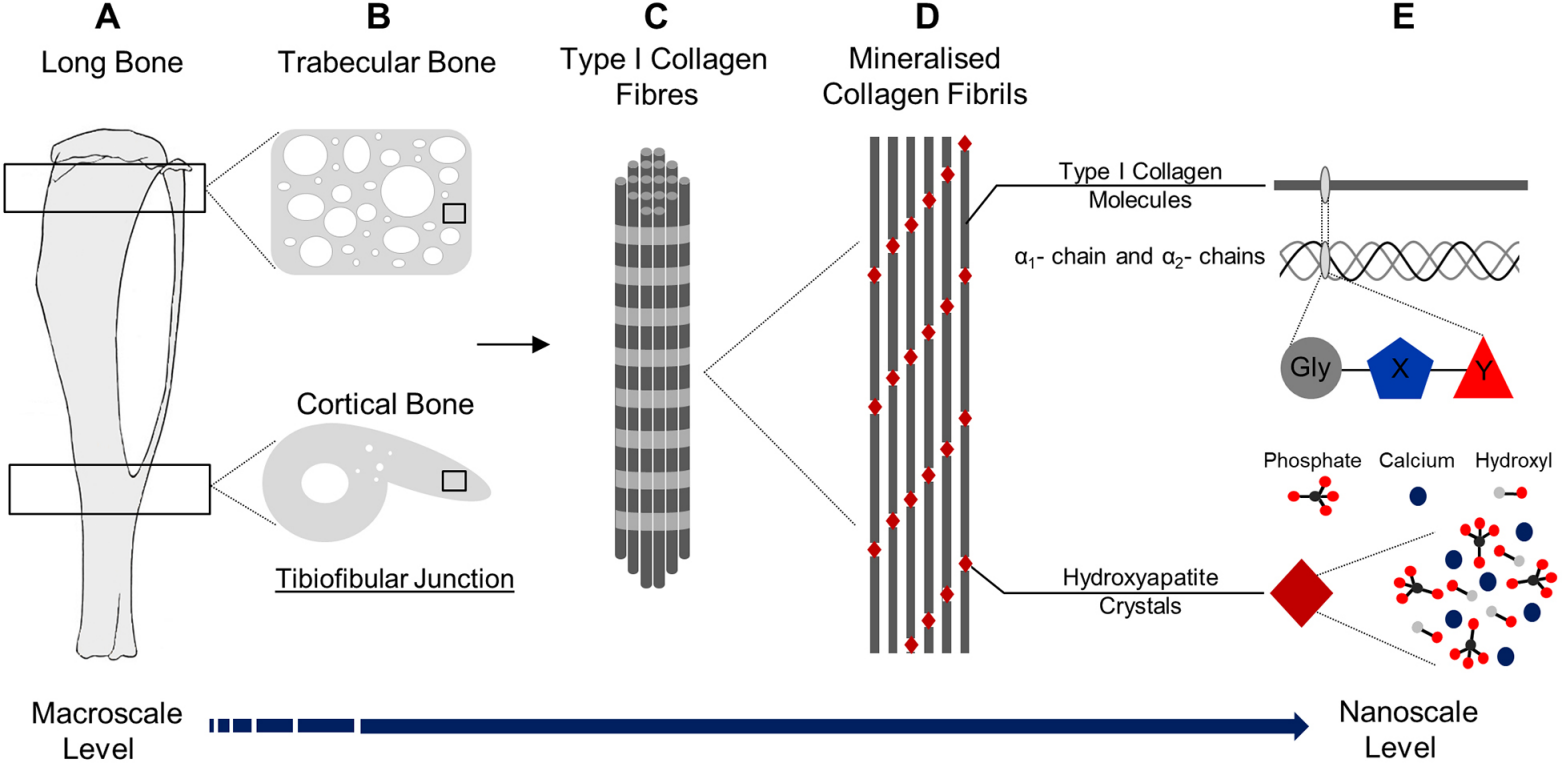
**Multiscale organisational hierarchy of bone.** (A-E) The macroscopic murine long bones (A) are organised into several lower microstructural levels including trabecular bone found at the epiphyses and cortical bone, hosting the tibiofibular junction, in the mid-diaphysis (B). Within this exists a lower hierarchical level comprising extracellular matrix, containing type I collagen fibres (C) formed of bundles of fibrils (D) that are mineralised with hydroxyapatite (HA) crystals. The ultrastructural arrangement of these components is observed at the nanoscale level and constitutes molecular moieties, such as amino acid residues in triple helical type I collagen molecules in addition to inorganic phosphate, calcium ions and hydroxyl groups in HA (E).

## RESULTS

### p-SHG imaging reveals alterations in collagen fibre number following VEGF deletion in males

Dual-channel p-SHG and two-photon excitation fluorescence (TPEF) imaging could detect the distribution of collagen fibres (p-SHG; blue) across the mineralised ECM (TPEF; green) at the tibiofibular junction (TFJ) of female wild-type (WT; Fig. 2A), female OcnVEGFKO (Fig. 2B), male WT (Fig. 2C) and male OcnVEGFKO (Fig. 2D) bone sections. Parallel backscattered electron scanning electron microscopy (BSE-SEM) images of these bones showed organised and mineral-embedded ECM displaying typical bone microstructure, comprised of vascular canals and osteocyte lacunae (Fig. 2E-H). In male OcnVEGFKO animals, extensive collagen matrix disorganisation visible in p-SHG/TPEF images (Fig. 2D) around blood vessel canals (Fig. 2Ii,Iii, BV, arrows) and osteocyte lacunae (Fig. 2Ii,Iii, arrowheads) appeared in the posterior cortex as patches of unmineralised osteoid in iodine-stained BSE-SEM images (Fig. 2H,Ji,Jii, asterisks). Moreover, additional patches of low p-SHG signal intensity were observed throughout the bone cortex (Fig. 2Iii, area within the dashed line).

**Fig. 2.**
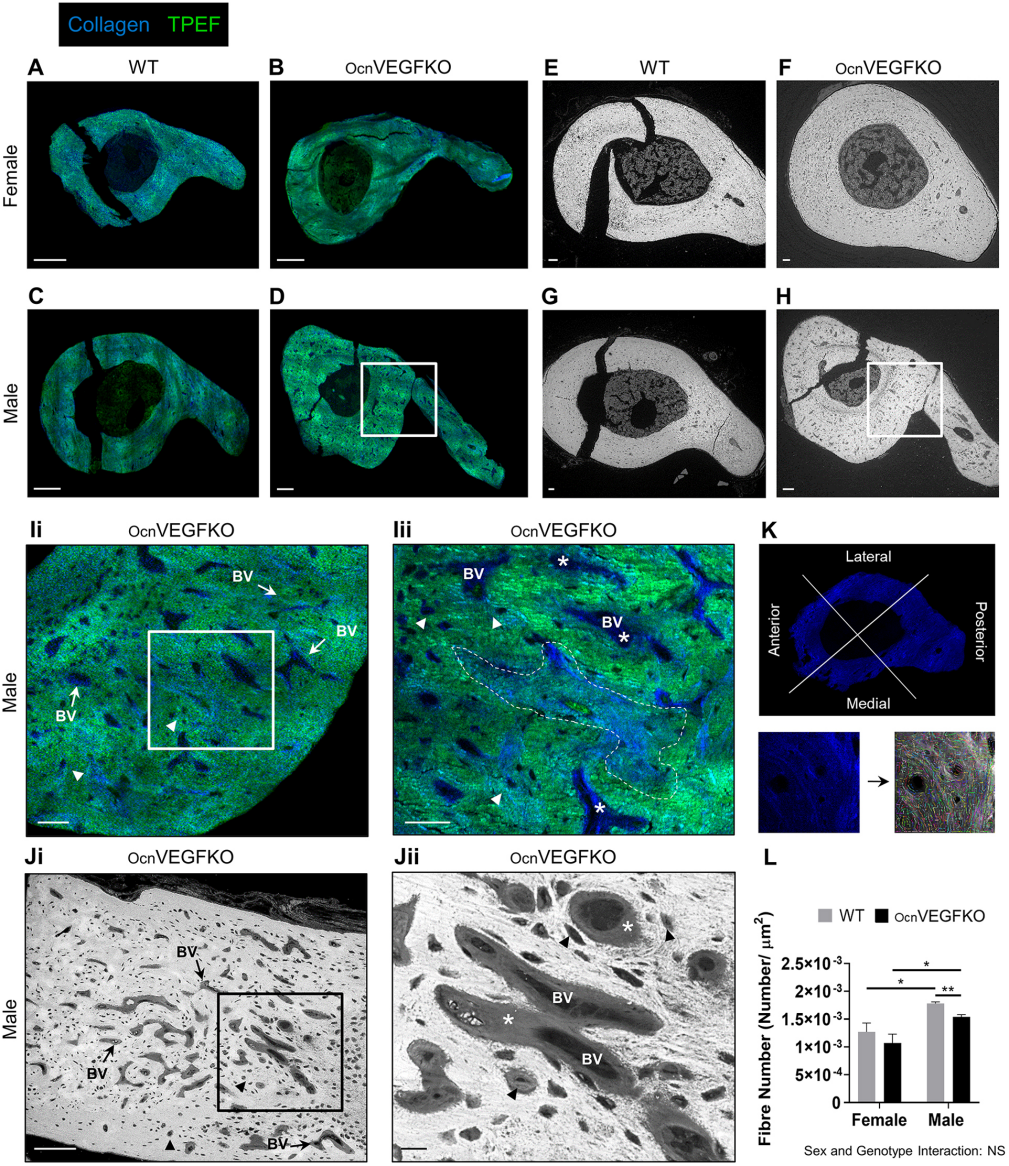
**Sexually dimorphic deficiencies in extracellular matrix** **(ECM)** **organisation observed at the macroscale.** (A-D) Tibiofibular junction (TFJ) bone sections from female wild-type (WT) (A), female osteocalcin-specific *Vegf* knockout (OcnVEGFKO) (B), male WT (C) and male OcnVEGFKO (D) animals were imaged using a custom-built multiphoton microscope enabling simultaneous polarisation-resolved second-harmonic generation (p-SHG) and two-photon excitation fluorescence (TPEF). Collagen fibres in the p-SHG channel are shown in blue; the TPEF channel highlights mineralised matrix, shown in green. (E-H) Corresponding backscattered electron scanning electron microscopy (BSE-SEM) images show vascular canals and osteocyte lacunae across sections from the same animals. (Ii-Jii) Zoomed p-SHG/TPEF (Ii) and BSE-SEM (Ji) images of the posterior cortex in male OcnVEGFKO bone, defined by boxes in D and H, respectively, are shown. Further zoomed regions (Iii,Jii) are defined by the boxes in Ii and Ji, respectively. Arrows point to abnormal vascular canals (BV, blood vessels). Arrowheads point to osteocyte lacunae. The area within the dashed line (Iii) and asterisks (Iii,Jii) show regions of unmineralised osteoid-like matrix surrounding vascular canals and osteocyte lacunae. (K) Stitched TFJ p-SHG images were manually segmented into the anterior, lateral, medial and posterior quadrants prior to localised analysis of fibre number confined to the posterior region using CT-FIRE. (L) Image quantification revealed sex differences in collagen fibre number between WT and OcnVEGFKO animals, in addition to sex-specific reductions following OcnVEGFKO. Data are presented as mean normalised fibre number±s.e.m. from *n*=3 female and *n*=3 male bone sections per genotype. Statistical significance between groups was assessed using paired Student's *t*-test (*P<0.05, **P<0.01; NS, not significant). Interaction between sex and genotype was assessed using two-way ANOVA. Scale bars: 200 µm (A-D), 100 µm (F,G,Ji), 50 µm (Ii,Iii) and 20 µm (E,H,Jii).

The cortical bone microstructure at the TFJ exhibits regional heterogeneity, with the highly vascularised posterior cortex exclusively exhibiting age-related changes in vascularity (Núñez et al., 2018). In line with this, we performed localised collagen fibre measurements in the posterior compartment following manual segmentation of the p-SHG TFJ images (Fig. 2K). Males were observed to have a significantly greater number of collagen fibres than females in both WT and OcnVEGFKO animals (Fig. 2L; Fig. S1A-D). No significant differences in the number of fibres were observed following OcnVEGFKO in females; however, fibre number/µm^2^ was significantly reduced in OcnVEGFKO males compared to their respective WT controls. No significant interaction between sex and genotype on fibre number was reported following two-way analysis of variance (ANOVA).

### Spatial anisotropy of fibrillar collagen following loss of VEGF in bone is sex specific

Anisotropy determined from p-SHG images provided a quantitative measure of fibril alignment. This allowed us to assess the spatial organisation of the collagen fibrils within the ECM of OcnVEGFKO animals. To investigate whether the alterations to fibrillar alignment were responsible for the matrix-level abnormalities observed as a result of OcnVEGFKO, the mean anisotropy parameter, β, was calculated pixel-wise across the posterior region (Fig. 3A). The value of this parameter is variable, between −0.5 and 1 (Campagnola et al., 2002), with these values signifying physical anisotropy or complete fibrillar alignment relative to the excitation laser polarisation with respect to their direction. In the opposing case, isotropic or random fibrillar alignment occurs exclusively when β=0. In the current study, values of β within the range of 0.5 to −0.5 were observed (Fig. 3A).

**Fig. 3.**
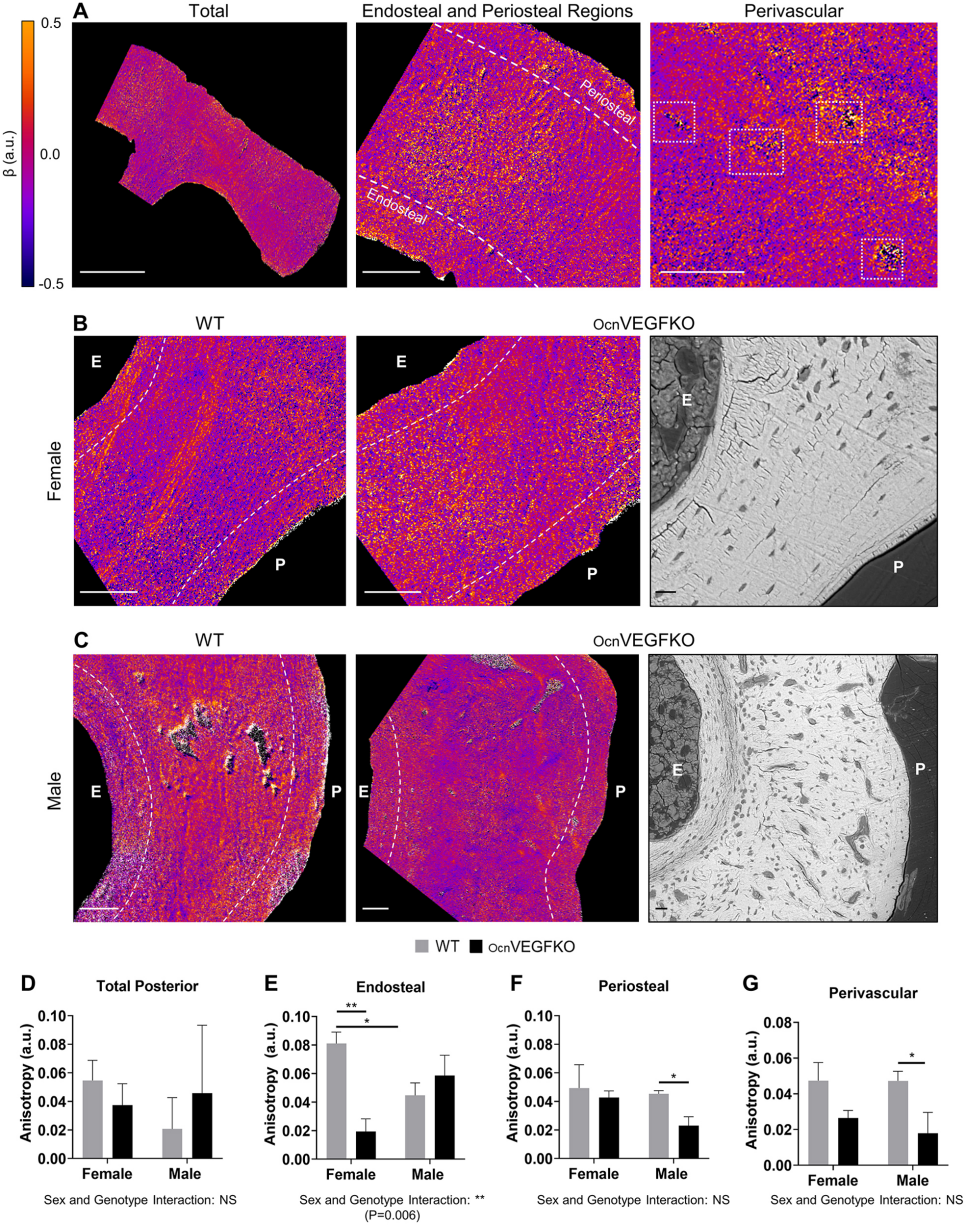
**SHG polarisation anisotropy identifies morphological disorder in collagen fibril alignment in the posterior region of the TFJ following OcnVEGFKO.** (A) Polarisation-resolved anisotropy analysis was performed on the total posterior region (left), on the endosteal and periosteal areas (middle; dashed lines) and around the vascular canals (right; boxed). (B,C) Zoomed SHG polarisation anisotropy images of the posterior region of the TFJ are shown for female WT (B; left), female OcnVEGFKO (B; middle), male WT (C; left) and male OcnVEGFKO (C; middle) bones around the endosteal (depicted as E) and periosteal (depicted as P) regions. BSE-SEM images show endosteal and periosteal differences following OcnVEGFKO in females (B; right) and males (C; right). (D-G) The anisotropy parameter, β, calculated pixel-wise across the whole posterior region (D), around the endosteal (E) and periosteal (F) regions, and around blood vessel canals (G) highlighted sex differences in local fibril organisation in WT and OcnVEGFKO animals and following VEGF depletion in OcnVEGFKO animals versus WT controls. Data are presented as mean anisotropy value±s.e.m. from *n*=3 female and *n*=3 male bone sections per genotype. Statistical significance between groups was assessed using paired Student's *t*-test (*P<0.05, **P<0.01; NS, not significant). Interaction between sex and genotype was assessed using two-way ANOVA. Scale bars: 200 µm (A, left), 100 µm (B, right), 50 µm (A, middle and right; B,C, left and middle) and 10 µm (C, right). a.u., arbitrary units.

In the p-SHG anisotropy images, no significant differences in anisotropy, β, were observed across the total posterior region between the sexes and genotypes (Fig. 3A,D). BSE-SEM of iodine-stained sections of OcnVEGFKO bones highlighted distinctive and compartmentalised alterations in the ECM organisation, particularly in males (Fig. 3B,C, right). We subsequently undertook further analysis within this region of interest (ROI), including the endosteal and periosteal areas (Fig. 3A, middle) and around the vascular canals (Fig. 3A, right). Sex differences in fibril alignment were only apparent in WT animals in the endosteal regions, with fibrils being significantly more anisotropic in females versus males (1.81-fold, Fig. 3E). In addition, within this region, loss of VEGF in female OcnVEGFKO animals resulted in a reduction in anisotropy (−4.19-fold) versus WT alone (Fig. 3B,E), which was not evident in either the periosteal or perivascular regions (Fig. 3B,F,G). In contrast, in the periosteal and perivascular regions, OcnVEGFKO significantly decreased anisotropy in males by 1.97-fold and 2.64-fold, respectively (Fig. 3C,F,G), which may be contributing to the observable divergence in matrix organisation between the sexes throughout the posterior cortex. To assess the interaction between sex and genotype on anisotropy for each ROI, two-way ANOVA was conducted. A significant interaction between sex and genotype was exclusively reported in the endosteal regions (Fig. 3E), with no additional interactions detected for the total posterior, periosteal or perivascular regions (Fig. 3D,F,G, respectively).

### Sexual dimorphism in molecular ECM signatures following loss of VEGF identified by Raman spectroscopy

Raman spectroscopy was conducted to assess whether the visible defects in the organisation of the bone matrix collagen, in the posterior cortex, were driven in part by alterations in composition following VEGF loss. Spectral deviations in collagen-specific species, including proline (853 cm^−1^) and hydroxyproline (876 cm^−1^), HA mineralisation (v_1_PO_4_^3−^, 960 cm^−1^), HA crystallinity [full-width half maximum (FWHM) at 960 cm^−1^] and B-type carbonate (1070 cm^−1^), in addition to noted fluctuations in amide III (1242 cm^−1^) and amide I (1660 cm^−1^), were detectable across animals (Fig. 4A). To quantify the basal sex differences in WT and OcnVEGFKO animals, in addition to the effect of VEGF loss in OcnVEGFKO animals on type I collagen, the 852 cm^−1^ and 876 cm^−1^ bands for proline and hydroxyproline, respectively, were selected, owing to their respective frequency in the glycine-X-Y repeat of type I collagen (Shoulders and Raines, 2009). Proline levels were 1.17-fold higher in female versus male WT animals (Fig. 4B). Additionally, OcnVEGFKO had no effect on proline levels in females; however, a significant elevation was observed in OcnVEGFKO males (1.29-fold) compared to their respective WT controls. Sex was also observed to influence hydroxyproline, with the levels in female WT and OcnVEGFKO posterior cortices being 1.19-fold and 2.30-fold higher than in the male WT and OcnVEGFKO posterior cortices, respectively (Fig. 4C). A small, but significant, reduction in hydroxyproline levels was induced following VEGF loss in females (–1.25-fold), with considerably larger reductions (−2.43-fold) detected in OcnVEGFKO males. The imbalance in the levels of these collagen-specific components can lead to modifications in the stability of the intra-strand links in type I collagen molecules. Calculated by the area ratio of the hydroxyproline to proline bands in Raman spectra, the only detectable sex difference in collagen intra-strand stability was between OcnVEGFKO animals, with stability being 2.97-fold higher in females versus males (Fig. 4D). The intra-strand stability was not affected by OcnVEGFKO in females; however, a 3.06-fold reduction was noted in male OcnVEGFKO animals versus the respective WTs.

**Fig. 4.**
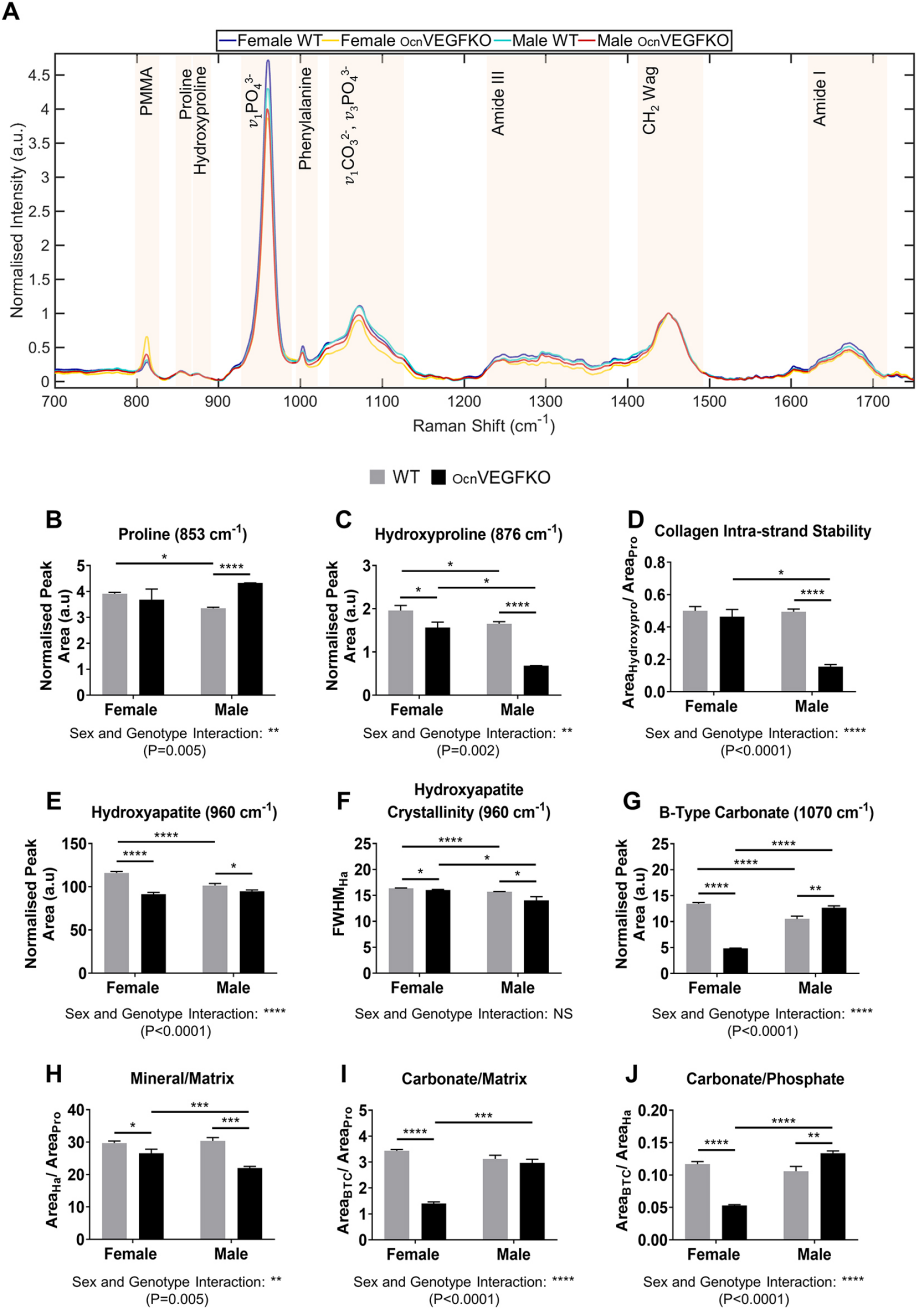
**Raman spectroscopy identifies correlative sexual dimorphism in bone matrix signatures.** (A) Deviations in class means of normalised spectra (*n*=75 spectra per group) were observed in Raman bands associated with the organic bone ECM (proline, 853 cm^−1^; hydroxyproline, 876 cm^−1^; amide III region, 1242 cm^−1^; CH_2_ wag, 1450 cm^−1^; amide I, 1660 cm^−1^) and mineral components (HA, v_1_PO_4_^3−^, 960 cm^−1^; B-type carbonate, 1070 cm^−1^) across the sexes between genotypes. (B,C) Spectral deconvolution of Raman spectra revealed sex differences in components associated with mature type I collagen (proline, B; hydroxyproline, C) in WT and OcnVEGFKO animals, in addition to sex-specific VEGF effects in OcnVEGFKO animals versus WTs. (D) These changes resulted in a reduction in the collagen intra-strand stability, with sex differences detected in OcnVEGFKO animals, and in male OcnVEGFKO bones versus WT control bones. (E-G) Diversity in the levels of HA (E), HA crystallinity (F) and B-type carbonate (G) were also detected across the sexes and genotypes. (H-J) The dimorphic modifications to the collagen-specific and mineral species, emphasised by the mineral/matrix ratio (H), the carbonate/matrix ratio (I) and the carbonate/phosphate ratio (J), highlighted additional sex differences between WT and OcnVEGFKO animals and the sex-specific effects of VEGF loss in OcnVEGFKO animals versus WT controls. Data are presented as the mean normalised peak area or full-width half-maximum (FWHM)±s.e.m. from *n*=3 female and *n*=3 male bone sections per genotype. Statistical significance between groups was assessed using paired Student's *t*-test (*P<0.05, **P<0.01, ***P<0.001, ****P<0.0001; NS, not significant). Interaction between sex and genotype was assessed using two-way ANOVA.

Upon the inspection of mineral components, including HA and carbonate species, further sex differences were apparent. The levels of HA detected in the posterior cortex were greater (1.14-fold, Fig. 4E) and more crystalline (1.04-fold, Fig. 4F) in female than in male WTs. Although no differences in HA levels between male and female OcnVEGFKO animals were detected, VEGF loss translated in the reduction of HA (−1.27-fold, Fig. 4E) and loss of crystallinity (−1.02-fold, Fig. 4F) in female OcnVEGFKO animals versus their respective controls. In contrast, a 1.07-fold reduction in HA (Fig. 4E) and a 1.12-fold reduction in crystallinity (Fig. 4F) was detected in male OcnVEGFKO animals versus their WT counterparts. Throughout the dynamic process of apatite maturation, phosphate ions within the mineral lattice are susceptible to ionic substitution, with the most common being that for carbonate ions. Therefore, we examined the effect of sex and the consequential effect of VEGF depletion on the presence of such carbonate species within the ECM. In WT and OcnVEGFKO animals, sex was observed to affect the levels of B-type carbonate divergently. In WTs, carbonate levels were 1.28-fold higher in females than in males, whereas in OcnVEGFKO animals, the levels of carbonate were 2.64-fold higher in males than in females (Fig. 4G). Similar divergence in carbonate species levels was evident following OcnVEGFKO. In females, OcnVEGFKO resulted in a significant, 2.79-fold reduction in B-type carbonate levels, whereas, in contrast, a 1.21-fold increase in carbonate presence was detected in male OcnVEGFKO animals.

These oppositional changes in the bone ECM composition were further reinforced by the mineral/matrix ratio, the carbonate/matrix ratio and the carbonate/phosphate ratio, which are typically used to report bone quality and predict changes in mechanical competence (Mandair and Morris, 2015). Sex in WT animals had no effect on the mineral/matrix ratio, commonly used to define matrix maturity, whereas a 1.21-fold reduction was observed in male versus female OcnVEGFKO animals. VEGF loss was also observed to implicate the matrix maturity, with 1.38-fold reductions evident in male OcnVEGFKO animals, and smaller reductions observed in female OcnVEGFKO animals, compared to WTs (−1.12-fold, Fig. 4H). Interestingly, the carbonate/matrix ratio, typically applied to estimate the extent of carbonate mineralisation and an indirect predictor of fracture risk, was similarly affected by sex. Like with the mineral/matrix ratio, sex had no effect in WT animals; however, the potential predisposition for fracture was 2.12-fold greater in male versus female OcnVEGFKO animals (Fig. 4I). Following OcnVEGFKO, the carbonate/matrix ratio in females was significantly reduced by 2.45-fold. In contrast, no significant differences in this ratio were detected in male OcnVEGFKO bone compared to WT bone. These changes were linked to the ionic substitution of carbonate for phosphate within the ECM as described by the carbonate/phosphate ratio. Mirroring the trends observed for the carbonate/matrix ratio, the carbonate/phosphate ratio was elevated by 2.53-fold in male versus female OcnVEGFKO animals, whereas no differences were detected between male and female WT animals. VEGF loss was observed to significantly reduce this ratio by 2.4-fold in OcnVEGFKO females, but increase it by 1.18-fold in OcnVEGFKO males, compared to their WT counterparts (Fig. 4J). Two-way ANOVA reported a significant interaction between sex and genotype for all Raman bands and ratios, with the exception of HA crystallinity, for which no interaction between sex and genotype was detected (Fig. 4B-J).

### Regulation of ECM genes in male and female OBs following *Vegf* deletion

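Primary long-bone osteoblasts (OBs), the cells that form bone, were taken from 4-day-old male and female mice with floxed *Vegf* alleles and plated at 250000 cells per well. Adenovirus carrying Cre-recombinase and GFP removed *Vegf* in the OBVEGFKO cultures, and adenovirus carrying GFP alone gave the WT controls, at a multiplicity of infection of 100 for 6 days. After 24 h in medium with 1% serum, 500 ng RNA per preparation was reverse transcribed and screened on an array of 84 wells, each of which amplifies 1 gene of the ECM or of cell adhesion. The array reports a cycle threshold (Ct), the PCR cycle at which a product crosses a set fluorescence, so a Ct lower by 1 cycle stands for 2-fold more template. There was 1 cDNA for each of the 4 groups, so every fold change compares single cultures, has no replicate error and was not tested. The median Ct of the 84 wells was 25.96 in female WT, 21.92 in female OBVEGFKO, 25.53 in male WT and 22.56 in male OBVEGFKO cultures. No Ct was above 35, and 7, 2, 5 and 5 wells, in the same order, stood at exactly 35. This value was read as the limit of detection, so that a fold change against a Ct of 35 is a limit. The authors normalised the Ct values to the housekeeping genes of the array and calculated relative expression by the ΔΔCt method. The housekeeping wells themselves were not analysed here, and their Ct change in each comparison was recovered as the part of the authors' fold changes that the Ct values of the wells leave unexplained. It was the same in all wells to within the rounding of the ratios, with an SD over wells of 0.0041 to 0.0064 cycles. The wells carry no gene names, and the wells of the 11 key genes of Fig. 5G were found by matching the 4 fold changes printed there for each gene, which 1 well alone matched in every case. *Vegf* mRNA itself was not analysed here. The choice of the normalisation moved the results most, since 1 number per comparison is added to the log2 fold change of every well.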

To elucidate the potential transcriptional regulators underlying the sexual dimorphism of the ECM, *Vegf* expression was deleted in OBs extracted from male and female mice (denoted as OBVEGFKO; Fig. 5A) *in vitro* prior to gene expression analyses using an ECM quantitative PCR (qPCR) array. Successful loss of VEGF protein release was confirmed by VEGF enzyme-linked immunosorbent assay (ELISA) of culture media, in both male (98.6%) and female (96.1%) *Vegf-*deficient OBVEGFKO cells versus WT cells (Fig. 5B).

**Fig. 5.**
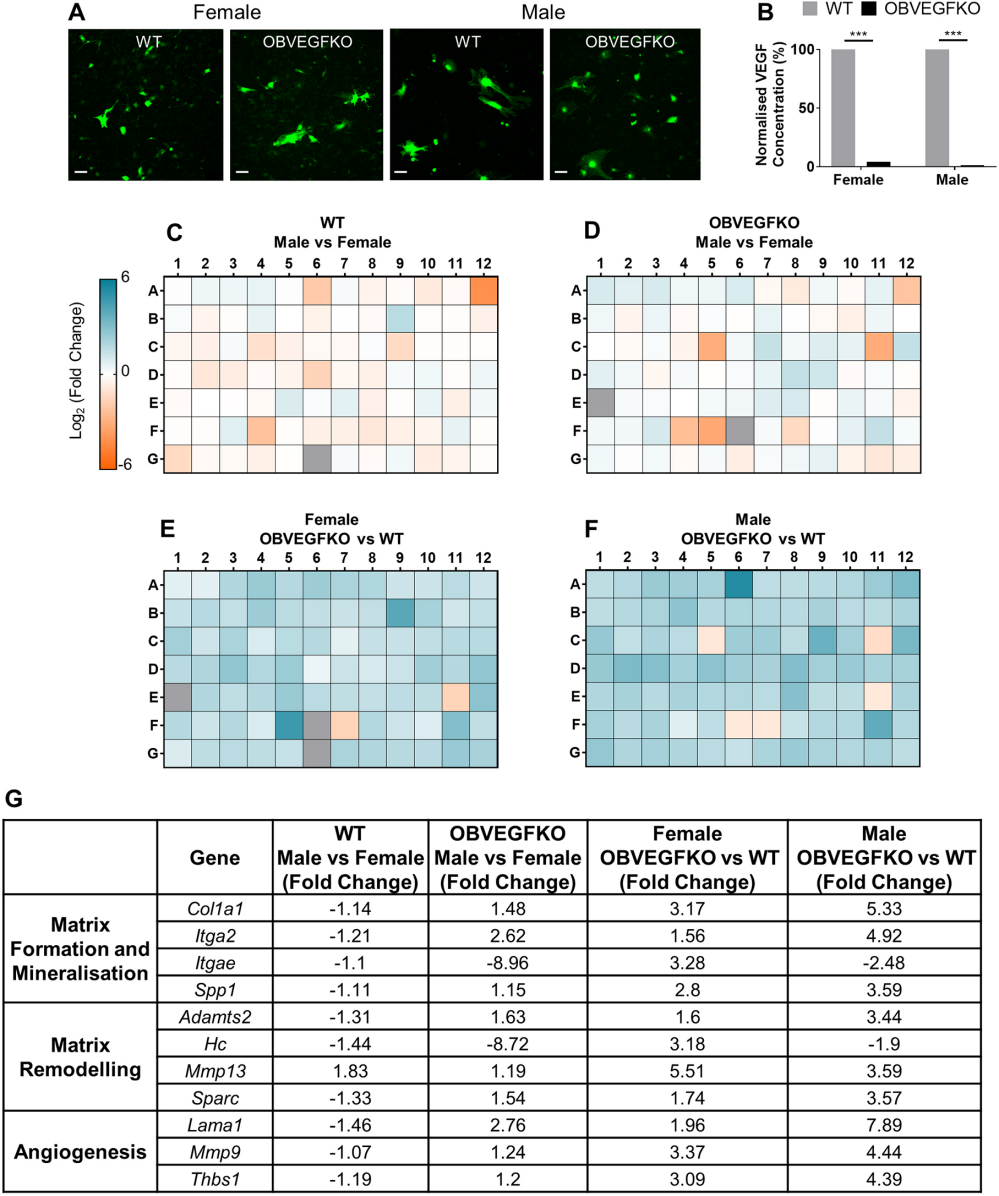
**Deletion of VEGF in osteoblasts (OBs) *in vitro* drives alterations in gene expression associated with ECM organisation and composition.** (A) Representative fluorescence images of primary murine male and female OBs transduced with adenovirus expressing GFP (WT) or expressing Cre-recombinase (OBVEGFKO) *in vitro* are shown. (B) Knockdown was confirmed by VEGF ELISA of conditioned media. (C-F) mRNA expression of 84 genes associated with the ECM and adhesion molecules, screened by qPCR array (*n*=1 cDNA), are displayed as heatmap diagrams of log-transformed fold change in relative expression levels. Heatmaps highlight sex differences between WT cells (C) and OBVEGFKO cells (D) in addition to the effect of OBVEGFKO in female (E) and male (F) *Vegf*-deficient OBs versus *Vegf*-expressing WTs. (G) Table summarising the effect of OBVEGFKO on the expression of key genes expressed as fold change. Statistical significance between groups was assessed using paired Student's *t*-test (***P<0.001). Scale bars: 100 μm.

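From female to male WT OBs, the median log2 fold change of the 84 wells was −0.18, with 22 wells higher and 62 lower in male cells, and 75 wells lay within 2-fold of this median. Of the 62 lower wells, 4 were at a Ct of 35 in both cultures, without a defined fold change, and 4 in 1 culture. *Col1a1* had a Ct of 18.46 in male and 18.87 in female WT cells, and after the housekeeping correction it was 1.14-fold lower in male cells, which places it at the panel median. *Itga2* had Ct values of 29.42 and 29.74 and was 1.21-fold lower in male cells. *Spp1* had Ct values of 18.41 and 18.85 and was 1.11-fold lower. *Itgae* was at the limit of 35 in female WT cells and at 34.55 in male WT cells, so its log2 fold change of −0.14 is a lower limit and its direction was not determined. Relative to the panel median, *Itga2* differed by −0.09 and *Spp1* by 0.03 on the log2 scale. Among the 42 wells with a Ct of at most 26 in all cultures, the median departure from the panel median was 0.215 on the log2 scale. The direction depended on the scaling. The housekeeping correction lowered every log2 fold change by 0.593. The panel median Ct, taken over the 76 wells under 35 in all cultures, was also used as the reference. With it, the panel median was again −0.18, with 23 wells higher and 61 lower in male cells, and the log2 fold changes of *Col1a1*, *Itga2* and *Spp1* stayed negative, from −0.27 to −0.15. Without normalisation, the log2 fold changes of the 4 genes were positive, from 0.32 for *Itga2* to 0.45 for *Itgae*, and the panel median was 0.41. The wells at least 2-fold higher or lower in male cells numbered 2 and 7 with the correction, and 8 and 4 without it.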

Male WT OBs expressed lower levels of mRNA transcripts for genes associated with ECM formation and mineralisation, including type I collagen (*Col1a1*, −1.14-fold), the ECM-binding integrin α2 and αE subunits (*Itga2* and *Itgae*, −1.21 and −1.1-fold, respectively) and secreted phosphoprotein 1/osteopontin (*Spp1*, −1.11-fold), versus female WT OBs (Fig. 5C,G). Such trends were not apparent in OBVEGFKO cultures, as the expression of *Col1a1*, *Itga2* and *Spp1* was upregulated by 1.48-fold, 2.62-fold and 1.15-fold, respectively, in male versus female OBVEGFKO cells, with the exception of *Itgae*, for which expression was downregulated by 8.86-fold in male versus female OBVEGFKO cells (Fig. 5D,F). 

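Between the OBVEGFKO cultures the housekeeping Ct differed by 0.193 cycles, and the median log2 fold change of the panel from female to male cells was 0.19, with 53 wells higher and 31 lower in male cells. The 53 higher wells include 2 at a Ct of 35 in both cultures. *Col1a1* had a Ct of 15.19 in male and 15.56 in female OBVEGFKO cells, a log2 fold change of 0.56. *Spp1* was nearly level, with Ct values of 15.70 and 15.72 and a log2 fold change of 0.21 that came almost entirely from the housekeeping correction. *Itga2* had Ct values of 26.26 and 27.45 and a log2 fold change of 1.38, the fourth highest of the 84 wells. Without normalisation, the panel median was −0.005, with 39 wells higher and 42 lower in male cells, and the log2 fold changes of *Col1a1*, *Itga2* and *Spp1* were 0.37, 1.19 and 0.02. *Itgae* was at a Ct of 31.64 in female OBVEGFKO cells and at the limit of 35 in male OBVEGFKO cells, and was therefore at least 8.99-fold lower in male cells. Of the 8 wells at least 2-fold lower in male cells, 3 were at the limit in the male culture.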

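In female OBs the Ct values of *Col1a1*, *Itga2* and *Spp1* fell by 3.31, 2.29 and 3.13 cycles from WT to OBVEGFKO. The housekeeping Ct fell by 1.645 cycles in the same comparison, which leaves log2 fold changes of 1.67, 0.65 and 1.49. The median of the 84 wells was also 1.67, with an interquartile range from 1.35 to 2.04. *Col1a1* thus changed as much as the median well, whereas *Spp1* differed from the median by −0.19 and *Itga2* by −1.03, which ranked *Itga2* at 81 of 84 from the highest rise. With each culture centred on the median Ct of the panel in place of the housekeeping genes, the log2 fold changes of the 3 genes were −0.66, −1.68 and −0.84.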

In female OBs, following *Vegf* deletion, the mRNA transcript levels of *Col1a1*, *Itga2* and *Spp1* were upregulated (3.17-fold, 1.56-fold and 2.99-fold, respectively) versus the levels in WT (Fig. 5E,G). These transcriptional changes induced by OBVEGFKO were further enhanced in male cells, with greater upregulation of mRNA expression observed versus WT controls (*Col1a1*, 5.33-fold; *Itga2*, 4.92-fold; *Spp1*, 3.59-fold; Fig. 5F,G). 

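In male OBs the Ct values fell by 3.27 cycles for *Col1a1*, 3.16 for *Itga2* and 2.71 for *Spp1*, and the housekeeping Ct fell by 0.859 cycles. The log2 fold changes were 2.41, 2.30 and 1.85, against a panel median of 1.95 with an interquartile range from 1.64 to 2.29. The male effect was larger than the female effect by 0.75 for *Col1a1*, 1.66 for *Itga2* and 0.37 for *Spp1* on the log2 scale. Without normalisation, the difference between the sexes was −0.04 for *Col1a1* and −0.42 for *Spp1*, so that their Ct values fell more in female cells, and it remained positive for *Itga2* at 0.87. With the panel median Ct as the reference, the differences were 0.89 for *Col1a1*, 0.51 for *Spp1* and 1.80 for *Itga2*. Relative to the panel median Ct, *Spp1* fell from WT to OBVEGFKO, with a log2 value of −0.34, whereas *Col1a1* and *Itga2* were higher, with values of 0.23 and 0.12. The median well stood at −0.235 under this reference, and *Spp1* differed from the median well by −0.1.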

Interestingly *Itgae* expression appeared to be dimorphically regulated by *Vegf*, as transcript levels were upregulated by 3.28-fold in female OBVEGFKO cells but downregulated by 2.48-fold in male OBVEGFKO cells versus their respective WTs (Fig. 5G).

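*Itgae* was at the limit of 35 in female WT and in male OBVEGFKO cells. With the housekeeping correction it was therefore at least 3.28-fold higher in female and at least 2.48-fold lower in male OBVEGFKO cells. With the panel median Ct as the reference, its lower limit in female cells was −0.61 on the log2 scale, which leaves the sign open. Against the median log2 fold change of the 84 wells, *Itgae* in female cells was higher by at least 0.045. The measured Ct fell by 3.36 cycles in female cells and rose by 0.45 cycles in male cells. The remainder of the male decrease is the housekeeping correction, which made 2 wells that stood at 35 in all 4 cultures appear 1.81-fold lower in male OBVEGFKO cells. Relative to the median of the wells under 35 in all cultures, *Itgae* in male cells departed by −3.29 or less on the log2 scale. The 9 other wells that had a Ct above 33 in any culture, and were not at 35 in both male cultures, departed by −0.39 to 3.31. The 3.31 is a lower limit, because that well was at 35 in male WT cells. In male OBVEGFKO cells these wells had Ct values from 28.5 to 32.43, so they do not measure scatter near 35 in that culture.

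**Figure D1:**
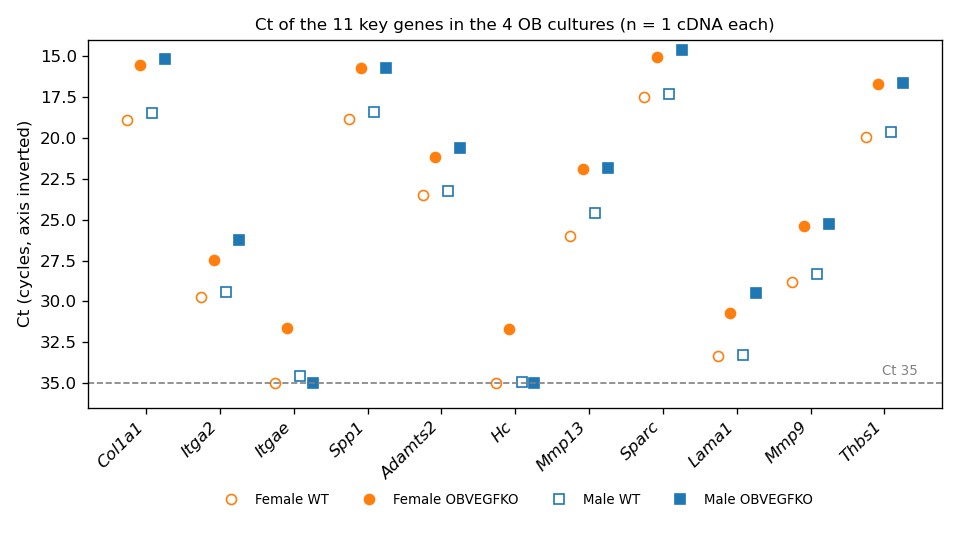
Ct in cycles (vertical axis, inverted, so that more template is higher) of the 11 key genes in the 4 OB cultures, with 1 point per culture (n = 1 cDNA), circles for female and squares for male cells, open for WT and filled for OBVEGFKO. The dashed line marks the Ct of 35, where *Itgae* and *Hc* stand in female WT and male OBVEGFKO cells, and the other 9 genes have a lower Ct in OBVEGFKO than in WT cells of both sexes.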

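Among the genes of matrix remodelling, *Adamts2* had a Ct of 23.27 in male and 23.47 in female WT OBs, and *Sparc* had Ct values of 17.33 and 17.52. With the housekeeping correction, *Adamts2* was 1.31-fold and *Sparc* 1.32-fold lower in male WT cells. Their Ct values were lower in male cells before the correction, and without normalisation the log2 fold changes were 0.20 and 0.19, whereas with the panel median Ct as the reference they were −0.39 and −0.40. *Mmp13* had a Ct of 24.57 in male and 26.03 in female WT cells and was 1.82-fold higher in male cells, the third highest of the 84 wells, and it was higher without normalisation as well, with a log2 fold change of 1.46. *Hc* was at the limit of 35 in female WT cells and at 34.93 in male WT cells. Its log2 fold change of −0.52 is thus a lower limit, and whether *Hc* was lower in male WT cells was not determined.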

Interrogation of the genes involved in matrix remodelling revealed that the male WT OBs also expressed lower basal levels of A disintegrin-like and metallopeptidase with thrombospondin type 1 motif 2 (*Adamts2*, −1.31-fold), haemolytic complement (*Hc*, −1.44-fold) and secreted acidic cysteine rich glycoprotein/osteonectin (*Sparc*, −1.33-fold) than females, whereas matrix metallopeptidase 13 (*Mmp13*) mRNA levels were 1.83-fold higher in male versus female WT cells. 

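In OBVEGFKO cultures, the Ct of *Adamts2* was 20.63 in male and 21.14 in female cells, that of *Sparc* 14.64 and 15.07, and that of *Mmp13* 21.86 and 21.92. The log2 fold changes from female to male cells were 0.70, 0.62 and 0.25. *Adamts2* and *Sparc* ranked 13 and 15 of the 84 wells from the highest, whereas *Mmp13* ranked 37 and differed from the panel median by 0.065. Without normalisation, *Adamts2* and *Sparc* remained higher in male cells, with log2 fold changes of 0.51 and 0.43, and *Mmp13* was nearly level at 0.06.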

Contrasting with this, OBVEGFKO was observed to induce differential effects on the expression of these genes, with male OBVEGFKO cells exhibiting higher levels of *Adamts2* (1.63-fold), *Mmp13* (1.19-fold) and *Sparc* (1.54-fold) expression than female OBVEGFKO cells. Similarly to *Itgae*, *Hc* mRNA expression was downregulated by 8.72-fold in male versus female OBVEGFKO cells. 

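The Ct of *Hc* was 31.68 in female OBVEGFKO cells and at the limit of 35 in male OBVEGFKO cells, a difference of 3.32 cycles. *Hc* was therefore at least 8.74-fold lower in male cells, and at least 9.99-fold lower if the Ct values were not normalised.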

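From WT to OBVEGFKO, *Hc* was at the limit of 35 in the female WT and the male OBVEGFKO culture. With the housekeeping correction it was at least 3.19-fold higher in female and at least 1.90-fold lower in male OBVEGFKO cells. With the panel median Ct as the reference, its lower limit in female cells was −0.65 on the log2 scale, which leaves the sign open. Against the median log2 fold change of the 84 wells, *Hc* in female cells was higher by at least 0.005. The measured Ct of *Hc* in male cells rose by 0.07 cycles, and the rest of its log2 fold change of −0.93 is the housekeeping correction of −0.86. Relative to the median of the wells under 35 in all cultures, the male change of *Hc* was −2.91 or less on the log2 scale. At these Ct values few template copies are present and wells scatter more. In the comparison of OBVEGFKO with WT, the 20 wells with a highest Ct above 30 and under 35 had a median departure from the panel median of 0.76 in female and 0.41 in male cells, against 0.19 and 0.23 in the 42 wells with a Ct of at most 26.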

Following the loss of *Vegf*, *Hc* expression levels were dimorphically influenced by OBVEGFKO; upregulated by 3.18-fold in female OBVEGFKO versus WT cells but downregulated by 1.9-fold in male OBVEGFKO versus WT cells. 

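The Ct of *Adamts2* fell by 2.33 cycles in female and 2.64 cycles in male cells from WT to OBVEGFKO, that of *Mmp13* by 4.11 and 2.71, and that of *Sparc* by 2.45 and 2.69. With the housekeeping correction, *Adamts2* was 1.61-fold higher in female and 3.44-fold higher in male OBVEGFKO cells, *Mmp13* 5.52-fold and 3.61-fold higher, and *Sparc* 1.75-fold and 3.56-fold higher. The male effect exceeded the female effect by 1.10 for *Adamts2* and 1.03 for *Sparc* on the log2 scale, and the difference was −0.61 for *Mmp13*, whose rise was larger in female cells. These signs were the same without normalisation, with differences of 0.31, 0.24 and −1.40, and with the panel median Ct as the reference, at 1.24, 1.17 and −0.48. In female cells *Adamts2* and *Sparc* rose less than most of the panel, at ranks 79 and 78 of 84. Relative to the panel median Ct, *Adamts2* and *Sparc* were lower in OBVEGFKO than in WT cells of both sexes, with log2 values of −1.64 and −1.52 in female and −0.41 and −0.36 in male cells, while *Mmp13* was higher in female (0.14) and lower in male cells (−0.34). The median well stood at −0.655 in female and −0.235 in male cells under this reference.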

*Adamts2* (1.6-fold and 3.44-fold), *Mmp13* (5.51-fold and 3.59-fold) and *Sparc* (1.74-fold and 3.57-fold) expression levels were upregulated in both male and female OBVEGFKO cultures, compared to WT controls.

Given that OB-derived VEGF is an important regulator of angiogenesis, mediated via paracrine signalling to endothelial cells, we additionally investigated the effect of sex in *Vegf*-expressing and -deficient cells, in addition to the effect of *Vegf* depletion in male and female OB cultures, on the expression of genes associated with autocrine control of pro-angiogenic bone matrix formation. 

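Of the genes of pro-angiogenic matrix formation, *Thbs1* had a Ct of 19.61 in male and 19.96 in female WT OBs, *Mmp9* 28.30 and 28.81, and *Lama1* 33.31 and 33.36. The log2 fold changes from female to male WT cells were −0.24, −0.08 and −0.54. All 3 were negative with the panel median Ct as the reference as well, at −0.24, −0.08 and −0.54, and positive without normalisation, at 0.35, 0.51 and 0.05. In OBVEGFKO cells the Ct was 16.62 in male and 16.69 in female cells for *Thbs1*, 25.29 and 25.41 for *Mmp9*, and 29.47 and 30.74 for *Lama1*. The log2 fold changes from female to male OBVEGFKO cells were 0.26, 0.31 and 1.46. They were 0.07, 0.12 and 1.27 without normalisation, so that no sign changed. The values of *Thbs1* and *Mmp9* were then smaller than the median departure of wells in their Ct ranges. This was 0.225 for wells with a highest Ct up to 26 and 0.45 for those above 26 and up to 30. *Lama1* was the highest of the 84 wells in this comparison, whereas *Thbs1* and *Mmp9* differed from the panel median by 0.08 and 0.13. *Lama1* is a transcript of low abundance, with a Ct above 30 in 3 of the 4 cultures.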

The expression of genes encoding laminin subunit α1 (*Lama1*), matrix metallopeptidase 9 (*Mmp9*) and thrombospondin 1 (*Thbs1*) was lower in male versus female WT cells (−1.48-fold, −1.07-fold and −1.19-fold, respectively) but higher in male versus female OBVEGFKO cells (2.76-fold, 1.24-fold and 1.2-fold, respectively). 

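In female OBs, the Ct of *Lama1* fell by 2.62 cycles, that of *Mmp9* by 3.40 and that of *Thbs1* by 3.27 from WT to OBVEGFKO. After the housekeeping correction the 3 genes were 1.97-fold, 3.38-fold and 3.09-fold higher in OBVEGFKO cells. *Mmp9* and *Thbs1* changed nearly as the panel median did, with differences from it of 0.09 and −0.05 on the log2 scale, and *Lama1* differed from it by −0.70. With the panel median Ct as the reference, the log2 fold changes were −1.35 for *Lama1*, −0.57 for *Mmp9* and −0.70 for *Thbs1*.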

Interestingly, OBVEGFKO resulted in the upregulation of *Lama1* (1.96-fold), *Mmp9* (3.37-fold) and *Thbs1* (3.09-fold) in female cells versus their respective WTs. To a similar extent, *Vegf* loss translated in the extensive upregulation of these genes (7.89-fold, 4.44-fold and 4.39-fold, respectively) in male OBVEGFKO cells in comparison to their WT controls, with higher overall expression changes observed following OBVEGFKO in males than in females (Fig. 5E-G).

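In male OBs the Ct fell by 3.84 cycles for *Lama1*, 3.01 for *Mmp9* and 2.99 for *Thbs1*, which gave 7.89-fold, 4.44-fold and 4.38-fold higher expression in OBVEGFKO than in WT cells. Relative to the panel median Ct, *Lama1* was higher in male OBVEGFKO cells (log2 0.80), and *Mmp9* (−0.035) and *Thbs1* (−0.055) were level with WT. The median well stood at −0.235 under this reference, so that *Mmp9* and *Thbs1* were above the median well, by 0.2 and 0.18. The male effect exceeded the female effect by 2.01 for *Lama1*, 0.40 for *Mmp9* and 0.51 for *Thbs1* on the log2 scale. Across the array, the male minus female difference in the effect of OBVEGFKO had a median of 0.35 (interquartile range −0.01 to 0.70) and was above 0 in 62 of the 84 wells. The housekeeping Ct fell 0.786 cycles less in male than in female cells. Without normalisation the median was −0.44 and 17 wells were above 0, with differences of 1.22 for *Lama1*, −0.39 for *Mmp9* and −0.28 for *Thbs1*. With the panel median Ct as the reference, the median was 0.49 and 66 wells were above 0, with differences of 2.15 for *Lama1*, 0.54 for *Mmp9* and 0.65 for *Thbs1*. The counts of 62 and 66 include 2 wells at a Ct of 35 in all 4 cultures. With 1 culture per sex and genotype the difference between the sexes was not tested. From the greater upregulation of *Lama1* and *Mmp9* in male OBVEGFKO cells, the function of MMP9 in matrix remodelling and its link to osteoporotic bone loss, the paper proposes possible pathological remodelling that could in part be responsible for the matrix and vascular anomalies of male OcnVEGFKO bones.

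**Figure D2:**
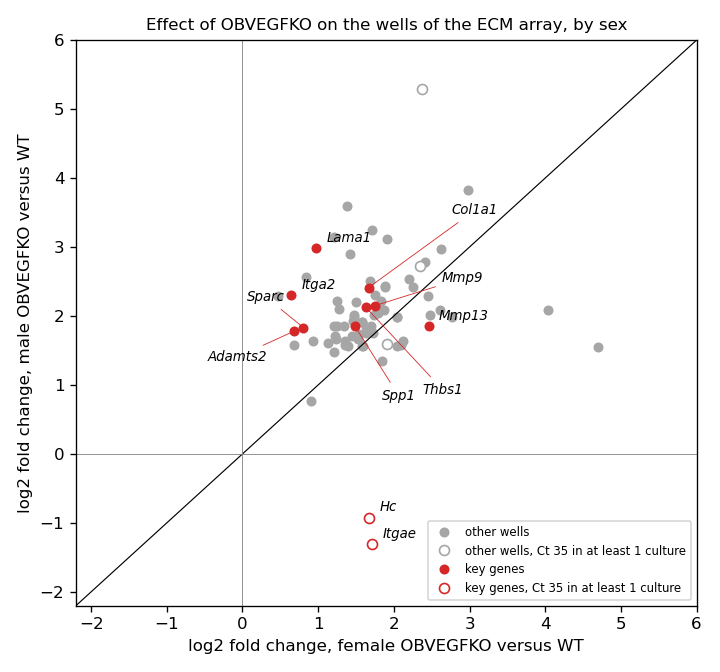
Log2 fold change of OBVEGFKO versus WT in female (horizontal axis) and male cells (vertical axis) for 79 wells of the array, with the housekeeping correction and n = 1 cDNA per group. Points above the diagonal line (60 wells) rose more in male cells, red points are the key genes, open points had a Ct of 35 in at least 1 culture and are limits, 2 wells beyond a log2 value of 6 are outside the axes and 3 wells at 35 in both cultures of a sex have no fold change.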

## DISCUSSION

The combination of multimodal p-SHG and TPEF imaging with Raman spectroscopy has revealed that the compositional abnormalities in pathological bone are associated with structural alterations in collagen conformation and matrix mineralisation. Uniquely, these techniques have enabled the in-depth assessment and characterisation of nanoscale sex differences in matrix composition following the loss of VEGF. Previous studies linked the loss of VEGF to bone pathology characterised by a profound osteoporotic phenotype present following the deletion of *Vegf* in early and late-stage OBs (Goring et al., 2019; Liu et al., 2012). Furthermore, clinical reports have also identified that the loss of VEGF is associated with the degenerative bone loss seen in osteoporosis (Senel et al., 2013).

Label-free p-SHG imaging of calcified tibial sections from OcnVEGFKO animals identified a reduction in the number of collagen fibres exclusively in the male bones, which were localised to the highly vascularised posterior region of the TFJ. Anisotropy in p-SHG signals revealed variations in fibrillar collagen organisation and highlighted distinctive, sex-specific alterations in the endosteal compartment of the posterior cortex in female OcnVEGFKO animals and in periosteal and perivascular regions in male OcnVEGFKO animals. Raman spectroscopy further identified that these localised deviations in the arrangement of the collagenous matrix following VEGF loss were associated with divergence in the levels of nano-molecular ECM components. Specifically, in the male OcnVEGFKO bone alone, deviation in the ratio of hydroxyproline to proline indicated further dimorphism in fibrillary collagen conformation and integrity at the nanoscale level. Although the collagen content of bone is an important determinant of toughness and resistance to fracture (Boskey et al., 1999; Nyman and Makowski, 2012; Unal et al., 2018), the strength of bone is largely dictated by its mineral phase (Burstein et al., 1975; Morris and Mandair, 2011; Viguet-Carrin et al., 2006). In both male and female bone, the loss of VEGF in OcnVEGFKO animals resulted in reductions in the levels of HA. These trends were extended to the mineral/matrix ratio, used to assess the extent of matrix mineralisation in bone (McCreadie et al., 2006). These dimorphic matrix signatures were linked to a number of genes involved in matrix arrangement that exhibited divergent regulation following the deletion of *Vegf* in male and female OBs *in vitro*. As the sexual dimorphism observed in fibrillary collagen arrangement and ECM composition was apparent at the nanoscale level, we report novel findings and demonstrate the robust analytical capabilities of complementary techniques that can link the molecular manifestations to the sex-specific deficiencies in matrix organisation observed at the macroscale level.

The material properties of bone are determined by both the mineral and organic constituents of the ECM. Thus, bone strength and flexibility, independent of bone mass, are ultimately compromised by deficiencies in composition. Previous investigations have reported that the collagen fibrils in cortical bone adopt a preferential alignment with anisotropic fibrils bearing alignment transverse to the long axis, enabling resistance to compressive forces, whereas those orientated longitudinally confer enhanced resistance to tensile forces (Ascenzi and Benvenuti, 1986; Augat and Schorlemmer, 2006; Li et al., 2013; Martin and Boardman, 1993; Morgan et al., 2018; Simkin and Robin, 1974). We predict that the reductions in the number of collagen fibres and localised anisotropy around the periosteal and perivascular regions of the posterior cortex in male OcnVEGFKO bone may contribute to a sex-specific divergence in mechanical properties. This idea is supported by BSE-SEM imaging of the male OcnVEGFKO TFJ cortex, which highlighted extensive areas of unmineralised osteoid densely confined around the vascular canals that coalesced with areas of diffuse p-SHG signal. A principal idea surrounding anisotropy in bone is that the orientation of collagen fibres and nucleating mineral crystals bears alignment to the direction of bone growth (Wang et al., 2012). Therefore, zonal alterations to fibril anisotropy observed in the OcnVEGFKO bone may reveal developmental adaptation confined to specific areas, such as abnormal vascular canal growth within the bone cortex. As a consequence, this may primarily result in irregularities in collagen organisation that lead to further secondary deficiencies in matrix mineralisation.

Aside from structural organisation, the chemical composition of bone is an important contributor of bone quality and strength (Mandair and Morris, 2015; Morris and Mandair, 2011). As the deposited collagen functions as a scaffold for bone mineralisation, we investigated whether dimorphic changes in the levels of collagen-specific species following OcnVEGFKO are related to the defective mineralisation phenotype. Type I collagen molecules are structurally composed of a triple amino acid repeat (Gly-X-Y), with the most abundant amino acids in the X and Y position being proline (28%) and hydroxyproline (35%), representing the most common triplicate motif (Ramshaw et al., 1998). Using Raman spectroscopy, we showed that elevations in proline and reductions in hydroxyproline were present in OcnVEGFKO versus WT males, whereas only hydroxyproline levels were reduced in OcnVEGFKO versus WT females. The transition from proline to hydroxyproline in collagen molecules occurs as a post-translational event and is critical for the folding of the collagen triple helix into fibrillary structures, enhancing internal hydrogen bonding between adjacent polypeptide chains (Bansal et al., 1975). As a result, the imbalances in hydroxyproline to proline levels assessed in the collagen intra-strand stability ratio (Olejnik et al., 2016; Sharma et al., 2020) indicated that severe compromise in the conformational stability of the collagen fibrils only occurs in the male OcnVEGFKOs. We also noted reductions in the levels of HA and mineral crystallinity in both male and female OcnVEGFKO bones, alongside sexually dimorphic deviations in carbonate levels. HA crystals in bone exist as nanocomposite platelet structures that can readily accommodate ionic substitution of anionic phosphate at the PO_4_^3−^ sites (B-site), with the most common replacement being that with carbonate [B-type (Madupalli et al., 2017; Morris and Mandair, 2011)]. The effect of carbonate substitution within the apatite lattice is relatively well documented, with studies using vibrational spectroscopies and X-ray diffraction reporting inverse relationships of carbonate content in bone with mineral crystallinity (McElderry et al., 2013; Pleshko et al., 1991). In line with our findings, reductions in B-type carbonate levels in the female OcnVEGFKO cortex coincided with relatively small reductions in the HA crystallinity. In comparison, in males, carbonate levels were significantly increased and greater reductions in crystallinity were observed following OcnVEGFKO, strongly indicating that biomechanical deficit and fracture susceptibility may occur in a sex-specific manner as a consequence of the VEGF loss (Mandair and Morris, 2015; Morris and Mandair, 2011; Yerramshetty and Akkus, 2008).

Bone strength, determined by the acquisition of peak bone mass, is regulated during puberty and determines the sex differences in bone length, BMD, geometry and microarchitecture that persist into adulthood and old age. The sexually dimorphic control of the material properties of bone, however, continues to be poorly understood, and whether diversity in genetic regulators of collagen formation and arrangement translate in regionalised differences in cortical bone pre-pubertally remains an intriguing possibility. Supporting our findings in mice, age-related and regional sex differences in collagen fibre orientation have been reported in humans (Goldman et al., 2003). Furthermore, sexual dimorphism in collagen production was recently reported in the skin of mice, as a result of divergence in the expression of type I collagen mRNA during postnatal skin development at the onset of puberty (Arai et al., 2017). In bone, mutations in genes encoding type I collagen result in OI, a developmental pathology characterised by a distinctive and extremely fragile skeletal phenotype (Bai et al., 2013; Chen et al., 2012; Stoller et al., 2002; Yao et al., 2013). Previous multiscale analyses of a murine OI model utilised a combination of micro-computed tomography and three-point mechanical bending with Raman spectroscopy to reveal sex-specific trends in geometrical, mechanical and compositional parameters (Yao et al., 2013). Sexual dimorphism was reported in cortical and trabecular bone morphology, with male OI mice having greater bone mass and, as a result, increased biomechanical strength. However, associated differences were not evident in hydroxyproline content, or in the mineral/matrix, the carbonate/matrix or the carbonate/phosphate ratio between male and female OI animals. This result was somewhat surprising as the authors concluded that mineral and matrix components in OI bone do not exhibit the same sex dependency as the induced geometrical and biomechanical deficits in the tibial cortex of their murine model. An alternative explanation, and possible limitation, is that the Raman spectra were averaged across the anterior, lateral, medial and posterior compartments, causing potential dilution of any detectable regionalised effects.

The involvement of sex hormones in controlling the sex-specific deviations in matrix composition is an interesting question. Although the role of oestrogen in regulating collagen production in skin is well investigated (Arai et al., 2017; Brincat et al., 1987; Markova et al., 2004; Son et al., 2005), controversy surrounding the response of osteoblastic cells to sex steroids during bone collagen synthesis remains (Canalis and Raisz, 1978; Keeting et al., 1991; Majeska et al., 1994; Wiren et al., 2008). In the present study, successful *in vitro* culture of male and female OBs was achieved in the absence of circulating hormones. In addition, the expression of both oestrogen and androgen receptors in OBs derived from male and female mice were comparable (Goring et al., 2019). 

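With the housekeeping correction, 82 of the 84 wells were higher in female OBVEGFKO than in female WT cells and 79 in male OBVEGFKO than in male WT cells. Before the correction, the median Ct change per well was −3.32 cycles in female and −2.81 cycles in male cells, although the same mass of RNA was reverse transcribed in each preparation, and no well had a higher Ct in female OBVEGFKO than in female WT cells. At least 2-fold higher expression was found in 73 wells in female and 78 wells in male cells. At least 2-fold lower expression was found in 2 wells in female cells, both at a Ct of 35 in both cultures and so without a defined fold change, and in 1 well in male cells, that of *Itgae*. The rise was shared by the panel, since 73 wells in female and 70 in male cells lay within 2-fold of the median well. The panel median Ct was also used as the reference in place of the housekeeping genes. In female OBVEGFKO cells 5 wells were then at least 2-fold higher and 20 lower, and in male OBVEGFKO cells 4 were higher and 6 lower. This reference is the median Ct of the 76 wells under 35 in all cultures. It fell by 3.97 cycles in female and 3.05 in male cells, more than the median change per well of the 84 wells. The median well itself thus stood at −0.66 and −0.24 on the log2 scale under this reference. The excess of lower over higher wells includes this offset.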

Deletion of *Vegf* in male and female OBs influenced the expression of genes associated with ECM formation and arrangement, confirming a potential intracrine and/or autocrine role of VEGF signalling in bone. Consistent with a reduction in mineralisation in the male OcnVEGFKOs, we report elevated expression of genes associated with matrix remodelling and angiogenesis in male *Vegf*-deficient OBs. Furthermore, we observed upregulation of a range of genes linked to collagen biosynthesis, including *Adamts2* and the type I collagen-specific integrin complex encoded by *Itga2* (integrin alpha-2 subunit; α2) and *Itgb1* (integrin beta-1 subunit; β1; the full qPCR dataset is available at Gene Expression Omnibus (GEO), under accession number GSE164735), with expression levels consistently higher in male than in female OBVEGFKO cells. ADAMTS2 is highly expressed in a range of tissues rich in type I collagen, including bone, and is involved in the cleavage of the N-terminal sequence from the pro-peptide. Removal of the pro-peptide sequences is essential for the generation of functional collagen monomers that are capable of extracellular fibril assembly, with inherited deficiencies in this protein resulting in skin fragility in patients with dermatosparactic Ehlers-Danlos syndrome (Bekhouche and Colige, 2015; Le Goff et al., 2006). Conversely, the upregulated expression of *ADAMTS2* has been documented in the genomic assessment of fibrous dysplasia (Zhou et al., 2014), which is characterised by overproduction of the ECM specifically in bone. Intriguingly, the skeletal phenotypes observed in the male OcnVEGFKO bones display a number of parallels to those seen in fibrous dysplasia patients, particularly the increased prevalence of woven bone (Burke et al., 2017) containing randomly orientated collagen fibrils, in line with our findings. Complementing this, we also detected a drastic upregulation in the expression of α2β1 integrin mRNA expression in male versus female *Vegf*-deficient cells. Previously, the elevated expression of the integrin α2 subunit has been shown to positively regulate the expression of the *Col1a1* gene, leading to the synthesis of type I collagen (Riikonen et al., 1995). We speculate that the combined effects of upregulated *Itga2* and *Adamts2* expression in the male OBVEGFKO cells may, in fact, be contributing significantly to the excessive and disorganised sex-specific matrix phenotype observed in the OcnVEGFKO bone cortex.

We also noted further sex-specific variations in the mRNA levels of genes associated with angiogenesis. Laminin-1, recognised by α2β1 integrins, exhibits pro-angiogenic effects in the vascular endothelium. Both *Lama1* and *Mmp9* expression exhibited greater upregulation in male than in female OBVEGFKO cells. In particular, elevated levels of MMP9 correlate with osteoporotic bone loss (Haibo et al., 1997), and, given the function of MMP9 in matrix remodelling, these findings indicate possible pathological remodelling effects that could, in part, be responsible for the aberrations in matrix microarchitecture and vascular anomalies in the male OcnVEGFKO bones (Goring et al., 2019). Contrasting with these effects, differential changes in the expression of *Hc* and *Itgae* were detected following OBVEGFKO in male and female OBs. Reductions in HC, in contrast to MMP9, are associated with the pathogenesis of degenerative bone loss (Ehrnthaller et al., 2013). Deficiencies in *Hc* have also been shown to severely reduce the mechanical competence of bone following fracture due to impaired fracture healing (Ehrnthaller et al., 2013). In the current study, we noted sexual dimorphism in the expression of *Hc* following OBVEGFKO *in vitro*, with upregulation of mRNA transcripts detected in female OBs and downregulated expression in male OBs, indicating that additional and alternative mechanisms involving the immune system may also contribute to the alterations to the ECM.

In summary, the present study has demonstrated that the combined application of p-SHG with Raman spectroscopy can provide a quantitative, non-destructive approach to characterise the arrangement and composition of the bone matrix on multiple hierarchical levels (Fig. 6). In the context of VEGF, we have found that its deletion in osteocalcin-expressing cells dramatically affects the bone matrix; hallmarked by pronounced alterations to collagen matrix organisation, localised alterations in fibrillar anisotropy and mineralisation. Alterations in genes linked to ECM also appear to be sex specific in OBs. Enhanced understanding of the sex-specific genetic control of the arrangement of the bone matrix could therefore be used to therapeutically modulate dysfunctional mineralisation at the onset of bone pathology or promote fracture repair processes distinctively in males and females.

**Fig. 6.**
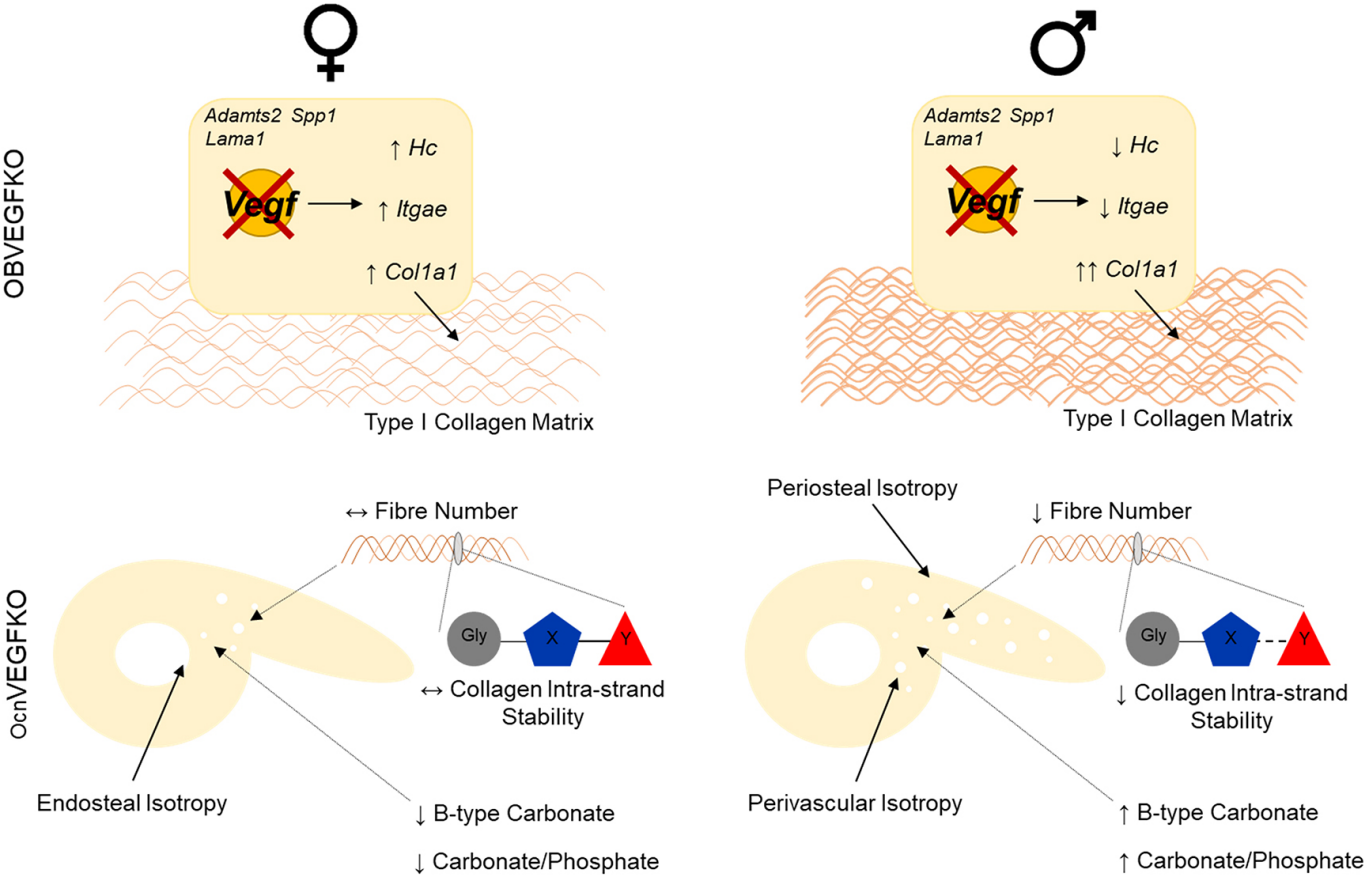
**Multiscale sexual dimorphism of the bone matrix is induced following the deletion of VEGF.** In female OcnVEGFKO bones, localised deformation of collagen fibril arrangement was confined to the endosteal region of the posterior cortex at the TFJ, with no detectable change to collagen fibre number. Collagen intra-strand stability was unaffected; however, reductions in the levels of B-type carbonate were coupled to further sex-specific reductions in the carbonate/phosphate ratio following OcnVEGFKO. In contrast, the loss of VEGF in male OcnVEGFKO bones resulted in modified arrangement of collagen fibrils around the posterior periosteal region and vascular canals, paired with reduction in fibre number and loss of intra-strand stability. These effects were associated with increases in both B-type carbonate and the carbonate/phosphate ratio. These macroscale changes in organisation and nanoscale alterations in composition could be indicative of a direct role of VEGF in the sex-specific regulation of ECM formation and remodelling *in vitro*, identified following the deletion of OB-derived VEGF in male and female cell cultures.

## MATERIALS AND METHODS

### Specimen preparation

Tibiae from 16-week-old male and female *Vegf^fl/fl^* (WT) and *Vegf^fl/fl^*; Ocn-Cre (OcnVEGFKO) littermates were derived as previously described (Goring et al., 2019) in accordance with the UK Animals (Scientific Procedures) Act 1986 and regulations set by the UK Home Office. Briefly, tibiae were fixed for 48 h on rotation in 4% formaldehyde, pH 7.4 (from paraformaldehyde; Merck, UK) and dehydrated in ethanol ahead of embedding in poly-methyl methacrylate (PMMA). Then, 5-μm-thick cross sections were cut in the region of the tibial diaphysis termed the TFJ (Fig. 1A,B). This region was selected given the clear and distinctive morphology of the TFJ as a landmark area for uniform interrogation of the ECM and its components (Fig. 1C-E) across the genotypes and sexes (Goring et al., 2019; Javaheri et al., 2015; Núñez et al., 2018). Data presented are representative of sections from three littermate-matched WT and OcnVEGFKO animal pairs.

### SHG microscopy

SHG images were acquired using a home-built multiphoton laser scanning system consisting of a tuneable, pulsed femtosecond laser (Titanium:Sapphire laser; Mai Tai^®^, Spectra-Physics, USA; 710-990 nm, 100 fs, 80 MHz) coupled to an upright Leica DMRB microscope through a pair of galvanometric mirrors for laser scanning (Fig. 7). The fundamental laser beam, tuned at 808 nm for p-SHG microscopy, first passes through a beam expander before being directed towards and focused onto the sample by a microscope objective. The resulting signal is backwards collected by the objective and directed to a dichroic beam splitter (cut-off at 685 nm; FF685-DI02-25X36, Semrock, USA) followed by a short pass-filter (cut-off at 694 nm) allowing for separation of signal from the excitation beam. A second long-pass dichroic beam splitter (cut-off at 458 nm; FF458-DI02, Semrock) in the detection path enables the separation of SHG from TPEF before passing through narrow band-pass filters (400±20 nm for SHG; FB400-40, Thorlabs, USA; and 520±20 nm for TPEF; FBH520-40, Thorlabs) to facilitate the transmission of selected wavelengths prior to their detection by separate photomultiplier tubes (PMTs; H10722-01 and H10722-20, respectively, Hamamatsu, Japan). For circular p-SHG imaging, the polarisation of the fundamental in the excitation path was controlled using a quarter waveplate (λ/4; zero-order, 808 nm, Thorlabs). A half waveplate (λ/2; WPH10M-808, Thorlabs) was further used to correct for ellipticity in the system (generated by non-45° reflections within the scanning system) enabling circular polarisation at the focus. For the determination of anisotropy, p-SHG images were acquired at orthogonal polarisations (parallel and perpendicular to the laser polarisation) using a linear polarisation analyser (LPVISE100-A; 400-700 nm, Thorlabs) which was placed ahead of the PMT in the SHG detection path exclusively. All p-SHG images of bone sections were acquired using either a 20× air objective with a numerical aperture (NA) of 0.7 (Leica, Germany; Figs 2 and 3) or a 63× water immersion objective with an NA of 1.2 (Leica; Fig. S1) in tandem with the MATLAB ScanImage interface (Vidrio Technologies, USA; Pologruto et al., 2003), providing a field of view of ∼313×313 μm or 249×249 μm, respectively. Laser power at the specimen was ∼30 mW. Image acquisition settings included 3× optical zoom with three acquisitions collected over a period of 8-16 ms per line for a 512×512-pixel image. Images were processed using FIJI (Schindelin et al., 2012). Exemplary p-SHG images obtained by circularly and linearly polarised excitation beam are shown in Fig. S2. Owing to the limited lateral field of view, tiled images were taken in 200-μm steps in the *x*- and *y*-planes across the TFJ section, intensity normalised in FIJI then manually restitched using MosaicJ, a semi-automated ImageJ software plugin (Thévenaz and Unser, 2007) ahead of region-specific image analysis.

**Fig. 7.**
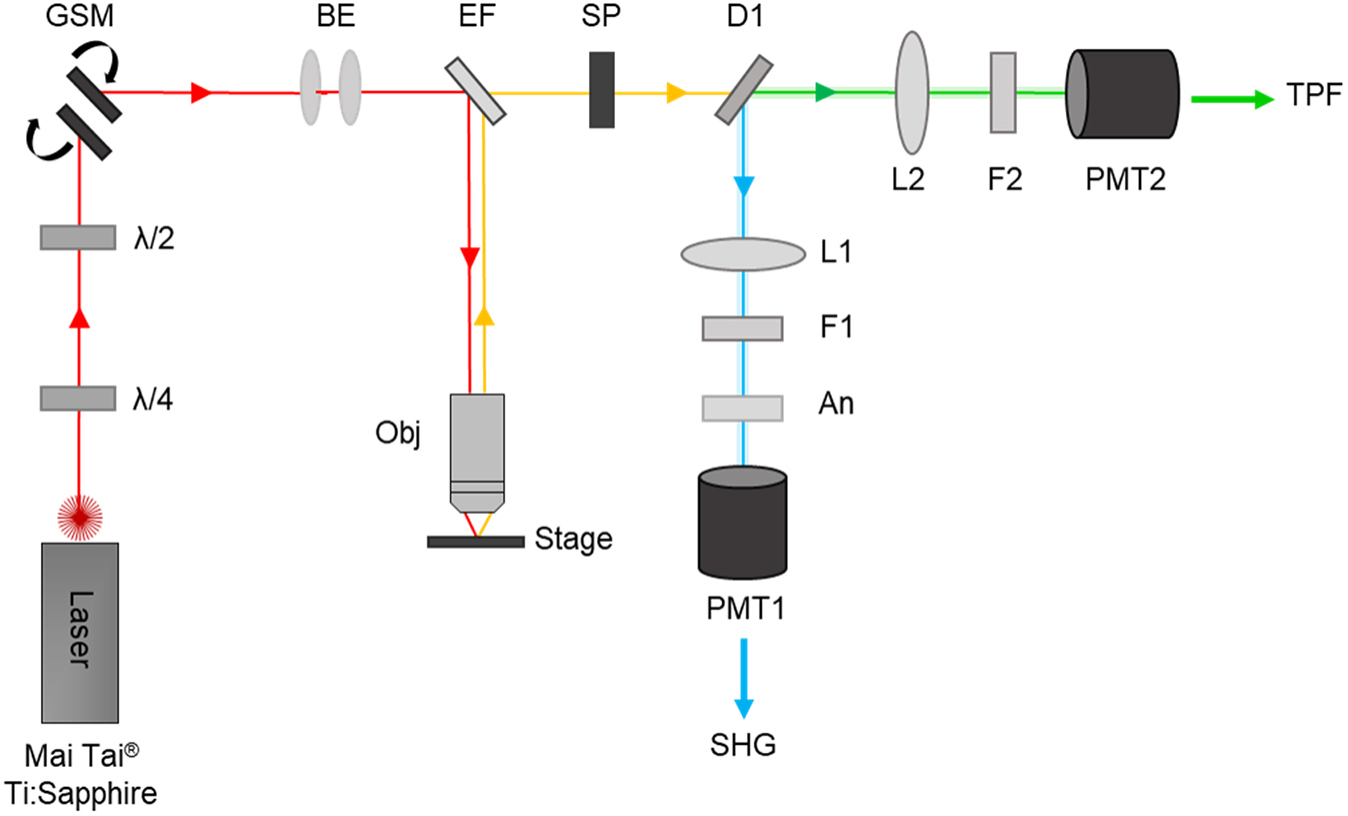
**Schematic of the multiphoton laser scanning system.** The femtosecond pulsed Titanium (Ti):Sapphire laser, tuned to produce an output at 808 nm (red), passes through a quarter (λ/4) and half (λ/2) waveplate allowing control of the polarisation state of the fundamental beam. The beam is directed towards a pair of galvanometric mirrors (GSM) to enable laser scanning, followed by a beam expander (BE) prior to being directed to the stage-mounted sample through an excitation filter (EF) and microscope objective (Obj). The generated sample signal (yellow) is backwards collected through the objective and separated from the excitation wavelength by the same EF and short-pass (SP) filter. Second-harmonic generation (SHG) signal (blue) is isolated from TPEF by a dichroic beam splitter (D1) and directed onto a photomultiplier tube (PMT1) after being focused (L1) and filtered (F1). A linear analyser (An), placed ahead of PMT1 after F1 enables detection of polarisation-dependent SHG emissions. TPEF signals (green) are similarly focused (L2) and filtered (F2) before detection by PMT2.

### Collagen fibre analysis

For the quantitative assessment of collagen fibre number, curvelet transform-fibre extraction (CT-FIRE V2.0; https://loci.wisc.edu/software/ctfire; Bredfeldt et al., 2014)-based analysis was performed on SHG images obtained exclusively using a circularly polarised input. Circular polarisation enables the equal excitation of all fibres independent of their orientation, in a given focal plane. Stitched p-SHG images of entire TFJ sections were segmented manually into the anterior, lateral, medial and posterior quadrants and saved as separate images using FIJI (Fig. 2K) in line with previous work (Núñez et al., 2018). All further regionalised analyses were performed on p-SHG images of the segmented posterior region. Prior to fibre analysis in CT-FIRE, all SHG images were converted to 8-bit format before batch processing using default settings recommended by the developers. Curvelet transform was performed first to de-noise the image and enhance fibre edges followed by the application of the FIRE algorithm to extract the fibre number (Fig. 2K,L). Fibre number was normalised to the area of the segmented posterior quadrant, calculated using the freehand tool and measure function in FIJI.

### Polarisation anisotropy calculation and analysis

For determining anisotropy in collagen fibril orientation, p-SHG images were obtained with the linear polarisation analyser orientated parallel (∥; 0°) and orthogonal (⊥; 90°) relative to the excitation laser polarisation. The SHG anisotropy factor (β), varying from −0.5 to 1 (Chen et al., 2012), was calculated pixel-wise in stitched images of the posterior region of the TFJ using an in-house FIJI script satisfying the following equation: *I*_∥_−*I*_⊥_/*I*_∥_+2*I*_⊥_=β, where *I*_∥_ and *I*_⊥_ indicate the recorded SHG intensity at polarisations parallel and perpendicular, respectively, to the excitation. For endosteal and periosteal anisotropy analysis, measurements were confined to one 120×25 μm-sized ROI box placed on the respective areas per section. Similarly, for perivascular anisotropy analysis, measurements were restricted to five 100×100 μm-sized ROI boxes placed over visible vascular canals.

### BSE-SEM

PMMA-embedded bone blocks were polished ahead of imaging with an EVO MA10 scanning electron microscope (Zeiss, Cambridge, UK) using an acceleration voltage of 20 kV and 49 Pa chamber pressure, as previously described (Goring et al., 2019). Aqueous iodine in ammonium iodide or iodine vapour was used to stain the surface of PMMA blocks to enable the visualisation of cellular detail (Boyde et al., 2014, 2017).

### Raman spectroscopy

Raman spectra were acquired using an InVia^®^ Raman microscope (Renishaw, UK) equipped with a 532 nm continuous-wave solid-state laser with Gaussian beam profile, and a 20× air objective with an NA of 0.4 (Leica), yielding a diffraction limited spot size of ∼815 nm. Incorporated in this system is a Rayleigh edge filter, 2400 lines/mm grating providing spectral resolution of ∼1.06 cm^−1^ and a Renishaw Peltier cooled charged coupled device detector. Intensity and wavenumber calibration of the instrument was achieved as previously described prior to spectral acquisition (Sharma et al., 2020; Smith et al., 2017). Spectra were collected within the ‘Fingerprint region’ from 700 cm^−1^ to 1750 cm^−1^ (Vandenabeele, 2013) using single-point static scans with an exposure time of 10 s, 100% laser power and three accumulations set using WiRE 3.4 (Renishaw). Raman spectra, presented as class means, were obtained from 25 single and random points localised within the posterior cortex, identified as previously described (Núñez et al., 2018) from each bone section. Power at the specimen was ∼37 mW.

### Raman spectral processing and analysis

Cosmic ray artefacts acquired upon acquisition were removed as previously described (Sharma et al., 2020; Smith et al., 2017). IRootLab (Trevisan et al., 2013) was utilised for spectral pre-processing, ahead of spectral deconvolution analysis, wherein class mean Raman spectra were de-noised using Haar wavelets (6-point smoothing) and background corrected by the fitting of 7th order polynomial. Class mean spectra were intensity normalised to the Raman peak at 1450 cm^−1^ corresponding to the CH_2_ wag vibration (Fig. 4A; Fig. S3A). Peak assignment of PMMA contributions in bone Raman spectra were identified following the inspection of unprocessed spectra obtained from visible areas of PMMA, devoid of bone, using the same experimental conditions (Fig. S3B). The 812 cm^−1^ peak was identified as a PMMA artefact and was not analysed further. We note that the 1450 cm^−1^ peak contains contributions of PMMA; thus, in order to normalise for the varying amounts of PMMA detected in each successive point spectra, the 1450 cm^−1^ peak was selected for wavenumber and intensity normalisation, enabling consistency in spectral comparisons across the genotypes and sexes. Peak positions of Raman bands of interest corresponding to ECM and mineral components (proline, 853 cm^−1^; hydroxyproline, 876 cm^−1^; HA, 960 cm^−1^; B-type carbonate, 1070 cm^−1^; Fig. 4A; Fig. S3C) were identified from second-order derivative spectra (Fig. S3D) as previously described (Sharma et al., 2020). Peak areas from class means spectra were extracted by spectral deconvolution, whereby specified bands of interest were fitted with mixed Lorentzian and Gaussian curves using WiRE 4.1 (Renishaw) as previously described (Sharma et al., 2020).

### Isolation and culture of OBs

Primary long-bone OBs from 4-day-old male and female *Vegf^fl/fl^* mice were isolated using the collagenase-collagenase-EDTA-collagenase extraction method as previously described (Orriss et al., 2014). Prior to plating, cells were cultured in complete Phenol Red-free α-Minimum Essential Medium (41061, Gibco, UK) containing 10% heat inactivated fetal bovine serum (FBS; Gibco), 50 μg/ml gentamicin (Merck, UK) and 100 U/ml penicillin and 100 μg/ml streptomycin (Merck) until 80% confluent in 75 cm^2^ flasks (Thermo Fisher Scientific, UK). All cell cultures were maintained in a humidified incubator at 37°C and 5% CO_2_ and used at passage 1.

### Adenoviral transduction

*Vegf* expression was deleted in OBs, plated at a density of 250,000 cells per well, using adenovirus-Cre-GFP (denoted as OBVEGFKO; 1045, Vector Biolabs, USA) at a multiplicity of infection of 100 for 6 days. Viral transduction was performed in complete, Phenol Red-free α-Minimum Essential Medium as previously described (Goring et al., 2019). Adenovirus GFP (denoted as WT; 1060, Vector Biolabs) was used as a control. Cells were stepped down in low serum medium, containing 1% FBS for 24 h, ahead of conditioned medium collection for knockdown validation and RNA lysate collection for gene expression analysis. Fluorescence images of adenoviral transduced cells were acquired using a Deltavision Elite microscope with a 10× air objective and an NA of 0.4, in combination with the SoftWoRx acquisition software (GE Healthcare Sciences, USA).

### Validation of VEGF knockdown

A VEGF sandwich mouse ELISA kit and reagents (ab209882, Abcam, UK) was used to confirm VEGF knockdown in the collected conditioned media from male and female OBVEGFKO cells versus WT cells according to the manufacturer's instructions. Purified total RNA concentration was used to normalise VEGF concentrations quantified by the ELISA.

### qPCR array

RNA was isolated and purified using the Monarch^®^ Total RNA Miniprep kit (New England Biolabs, USA), according to the manufacturer's instructions, and 500 ng RNA per preparation was reverse transcribed into cDNA using a GoScript Reverse Transcriptase kit (Promega, USA). Gene expression changes associated with ECM and adhesion molecules in male and female WT and OBVEGFKO samples were screened using an RT^2^ Profiler™ PCR Array (PAMM-013Z, 330231, Qiagen, Germany) and the StepOnePlus Real-Time PCR system (Applied Biosystems, UK) following the manufacturers’ instructions. Ct values were normalised to housekeeping genes included in the array, and relative expression was calculated using the ΔΔCt method (Livak and Schmittgen, 2001).

### Statistical analysis

All investigators were blinded to the genotype and sex of animals throughout experimentation until data analysis. Data are expressed as the mean±s.e.m. Genotype effects between WT and OcnVEGFKO groups and sex effects between male and female groups were assessed using paired Student's *t*-test. Interaction between sex and genotype was determined using two-way ANOVA with Tukey's post hoc test conducted for further comparisons. All statistical analysis was performed using Prism 8 (GraphPad Software, California, USA). *P*<0.05 was considered statistically significant.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

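Expression of ECM and adhesion genes was measured by qPCR array in 4 OB cultures, female WT, female OBVEGFKO, male WT and male OBVEGFKO, with 1 cDNA each (n = 1 per group). The authors deposited the Ct of 84 wells in each culture, to 2 decimals and not normalised, and a table of linear fold changes (ratios) for 4 comparisons, which they computed by the ΔΔCt method after normalising to the housekeeping genes of the array. The 4 comparisons are male WT versus female WT, male OBVEGFKO versus female OBVEGFKO, female OBVEGFKO versus female WT, and male OBVEGFKO versus male WT. All columns of per-sample values were used. The paper's text names neither the housekeeping genes nor a limit of detection.

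The plan was to normalise each culture to the mean Ct of all housekeeping genes. The housekeeping and control wells were not analysed here, so the housekeeping Ct change of each comparison was recovered from the authors' deposited table. For every well with a ratio of at least 0.5, the log2 ratio was added to the difference in Ct, and the median over wells was taken. Lower ratios were left out of this step because their 2 decimals carry too few digits. The recovered changes were −0.593 cycles for male versus female WT, 0.193 for male versus female OBVEGFKO, −1.645 for female OBVEGFKO versus WT and −0.859 for male OBVEGFKO versus WT, from 77, 76, 82 and 83 wells. The log2 fold change of a well is the recovered change minus the difference in Ct, at an efficiency of 2 per cycle. The ratios recomputed in this way differed from those in the authors' deposited table by at most 1.16% for ratios under 1000, taken relative to 0.5 where the ratio was lower. The recovery was checked on simulated arrays of 84 wells with known housekeeping changes, known fold changes and a ceiling of 35, where 66 of 66 changed values under the ceiling were recovered within 0.05. The simulated ratios were made with the same formula and without noise between wells. The check thus covers the code and not the accuracy of the recovered changes in the data.

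The deposited wells carry positions and no gene names. The wells of *Col1a1*, *Itga2*, *Itgae*, *Spp1*, *Adamts2*, *Hc*, *Mmp13*, *Sparc*, *Lama1*, *Mmp9* and *Thbs1* were identified by the 4 fold changes printed for each gene in Fig. 5G, and each set of 4 matched 1 well. Because the genes were located through the authors' fold changes, the closeness of their values to those of the paper is no independent check. All 11 symbols are listed in the gene table of the assembly GRCm38.p6, which was used for nothing else. The genes to be named were fixed before the data were examined as those the paper names, the housekeeping genes, and for each comparison the wells with the 2 largest rises and 2 largest falls among those with a Ct under 35 in both cultures. Since the other wells have no names, this rule was narrowed to the 11 genes, and 4 other wells are given by their position, chosen after their values were seen. *Itgb1*, *Vegf* and the housekeeping genes were not analysed here.

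A Ct of 35 was the highest value and was read as a limit. A fold change with 1 culture at 35 is reported as at least that large for the named genes, and none is reported where both are at 35. The counts and medians over the 84 wells use the Ct as deposited, with the wells at 35 included. A total of 76 wells were under 35 in all 4 cultures. The panel median Ct used as a reference is the median over these 76 wells. With 1 culture per group there is no estimate of the error between cultures, no test was made and no p-value is given. Precision was planned to come from the control and housekeeping wells, and the departure of wells from the median of the 76 wells was used in its place. It also contains true differences between genes. A comparison of genes across the array describes these 4 cultures, and genes are not replicates.

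The alternatives set before the data were examined were the panel median Ct in place of the housekeeping genes, no normalisation, Ct values above 35 set to 35, wells with a Ct of at most 35 or of at most 30 in all cultures, an efficiency of 1.9 per cycle, and thresholds of 1.5-fold and 4-fold in place of 2-fold. The 5 alternatives with *Actb*, *B2m*, *Gapdh*, *Gusb* or *Hsp90ab1* alone were not run, because these wells were not analysed here. The restriction to wells under 35 in all cultures was added after seeing the data. A result with no threshold counted as moved when it changed by at least 0.45 on the log2 scale, the robust SD (scaled median absolute deviation) of the 84 wells between male and female WT cells, and a count when it changed by more than 1.5 times. A reversal was counted only where neither value was a limit that leaves the sign open. Calculations were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9. The imaging, Raman and ELISA experiments of the paper were not analysed here.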

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

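All tests in this part were chosen after the results were seen, except that of PCR noise at few template copies, which was set out before the data were examined. No result has a replicate check.

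With the housekeeping correction, *Hc* and *Itgae* moved in opposite directions in the sexes after OBVEGFKO. With the panel median Ct as the reference, their female values are lower limits of −0.65 and −0.61, which leave the female direction open. Against the median log2 fold change of the 84 wells, the female values were higher by at least 0.005 and 0.045. Both genes thus rose at least as much as the median well in female cells. With the correction, the log2 fold change of *Hc* was at least 1.68 in female and at most −0.93 in male cells. That of *Itgae* was at least 1.72 and at most −1.31. The difference between the sexes was not tested. Part of the male decrease follows from the normalisation, because the 2 wells at a Ct of 35 in all 4 cultures, in which nothing was detected, had a log2 value of −0.86 in the same comparison, and the measured Ct of *Hc* rose by 0.07 cycles and that of *Itgae* by 0.45 cycles. Without normalisation the male log2 values were −0.07 and −0.45. The sign of the *Hc* change in male cells is thus consistent with the correction alone. The lack of a rise in male cells is not removed by any common correction, since *Hc* and *Itgae* departed from the median of the panel by −2.91 and −3.29 with the Ct of 35 taken as read. PCR noise at few template copies cannot be told apart from a sex difference with 1 culture per group. Of 9 other wells with a Ct above 33 in any culture that were not at 35 in both male cultures, 1 departed from the panel median by as much, in the opposite direction, and the median departure was 0.39. These wells had Ct values from 28.5 to 32.43 in male OBVEGFKO cells, so they do not measure noise near 35 in that culture. An effect of sex on the response to *Vegf* loss stays open and untested.

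Among the wells the paper does not discuss, 3 had 1 culture far from the Ct expected from the other cultures and wells (more than 4 cycles from an additive fit of well and culture by median polish). Well E01 had a Ct of 13.67 in female OBVEGFKO cells, the lowest Ct of that culture, and 31.97, 31.56 and 28.83 in female WT, male WT and male OBVEGFKO cells, a residual of −15 cycles. Well F06 had a Ct of 15.65 in female OBVEGFKO cells and 35 in the other 3 cultures, a residual of −16.25 cycles. In the authors' deposited table the larger of the 2 changes is a ratio of 213628.67. The third well had a Ct of 30.02 in female WT cells and 19.30 to 22.39 in the others, a residual of 6.91 cycles, and stands behind ratios of 131.39 for male versus female WT and 537.86 for female OBVEGFKO versus WT in the authors' deposited table. The largest residual of the other 3 cultures was 0.11 cycles in well E01, 0.5 in the third well and 3.05 in well F06. A reading that failed in 1 well and a true change in 1 culture both leave the other cultures close to the fit. This was the case in well E01 and the third well. In well F06 the other cultures stood at the limit of 35 and were not all close to the fit. In none of these wells can a failed reading and a true change be told apart without a repeat.

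Wells A12 and F04 were lower in male than in female cells of both genotypes, and were the only 2 wells under 35 in all cultures at least 2-fold lower in both, with no well at least 2-fold higher in both. The log2 fold change of A12 was −4.17 in WT and −2.25 in OBVEGFKO cells, and that of F04 was −2.33 in WT cells. In OBVEGFKO cells F04 decreased by 2.48 on the log2 scale from female to male. The housekeeping correction does not account for either, because without normalisation the WT values were −3.58 for A12 and −1.74 for F04 and the OBVEGFKO values −2.44 and −2.67. Scatter of wells in the same Ct range is argued against for A12, whose highest Ct was 28.63. Well A12 departed from the panel median by −4.02 between the WT and −2.45 between the OBVEGFKO cultures. None of the 13 other wells with a highest Ct above 26 and up to 30 departed by more than 1.02 and 1.18. Outside that range, well F05, with a highest Ct of 21.18, had log2 fold changes of −3.30 between the OBVEGFKO and −0.15 between the WT cultures. Just above that range, the well with a Ct of 30.02 in female WT cells departed by 7.19 between the WT cultures. The argument for A12 thus rests mainly on the WT cultures, and on leaving that well aside. For F04, with a highest Ct of 31.72, scatter cannot be told apart from a sex difference, although its departures of −2.18 between the WT and −2.68 between the OBVEGFKO cultures stand apart from most wells of its range. Well E01 and the well with a Ct of 30.02 in female WT cells also have a highest Ct above 30 and under 35. With them included, the size of the departures in this range reached 7.19 between the WT and 15.17 between the OBVEGFKO cultures. These wells were left aside because 1 culture of each lay more than 4 cycles from the fit, although a true change there is not excluded. The departures of the other 17 wells reached 1.83 between the WT and 1.63 between the OBVEGFKO cultures. What keeps scatter open for F04 is that between the WT cultures it lay beyond the farthest of these wells by less than the median departure in this Ct range, which was 0.54 over 19 wells. A sex difference in A12 is a hypothesis, since each sex was represented by 1 preparation and a difference between the preparations was not tested. The genes of these wells were not identified.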

How the results depend on the processing

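No paired analysis was possible because there was 1 culture per group and no test. The cause of a change was not tested, except where the construction of the alternative gives it, as for normalisation, which adds 1 number per comparison to all wells.

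With Ct values above 35 set to 35, and with wells of at most 35 in all cultures, all values were identical, since no Ct was above 35. With an efficiency of 1.9 per cycle, none of the medians, counts and key genes moved. The alternatives with 1 housekeeping gene were not run.

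With the panel median Ct as the reference, the medians became −0.66 for female and −0.24 for male OBVEGFKO versus WT. This reference holds the panel median near 0 by construction, so the change of sign tells nothing about the rise of the panel. The medians are not 0 because the median Ct of the 76 wells under 35 in all cultures fell by 3.97 and 3.05 cycles, while the median change per well was −3.32 and −2.81. Almost all of the value of *Col1a1* in female cells was this offset, as the gene differed from the median well by −0.005. *Mmp9* in female cells differed from the median well by 0.085, and *Mmp9* and *Thbs1* in male cells by 0.2 and 0.18. Only the offset put these values of *Mmp9* and *Thbs1* below 0. Wells at least 2-fold higher and lower changed from 73 and 2 to 5 and 20 in female cells and from 78 and 1 to 4 and 6 in male cells, and the wells higher in male than in female OBVEGFKO cells from 6 to 10, with 8 lower under both. For female OBVEGFKO versus WT, the log2 fold changes that reversed were −0.66 for *Col1a1*, −1.68 for *Itga2*, −0.84 for *Spp1*, −1.64 for *Adamts2*, −1.52 for *Sparc*, −1.35 for *Lama1*, −0.57 for *Mmp9* and −0.70 for *Thbs1*. For male OBVEGFKO versus WT they were −0.34 for *Spp1* and *Mmp13*, −0.41 for *Adamts2*, −0.36 for *Sparc*, −0.035 for *Mmp9* and −0.055 for *Thbs1*. The panel medians and the key genes kept their direction in both comparisons of male with female cells and in the male minus female effect, except that *Itgae* and *Hc* had no determined direction between the WT cultures. Another 8 values of key genes moved without a reversal being shown, among them *Itgae* and *Hc* in female cells, whose lower limits of −0.61 and −0.65 leave the sign open.

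Without normalisation, the medians were 0.41 for male versus female WT, which reversed, 3.32 and 2.81 for female and male OBVEGFKO versus WT, and −0.44 for the male minus female effect, which reversed, with 17 in place of 62 wells above 0. Wells at least 2-fold higher and lower in male WT cells changed from 2 and 7 to 8 and 4, and none was at least 2-fold lower in OBVEGFKO than in WT cells of either sex (0 and 0). For male versus female WT, the log2 fold changes that reversed were 0.41 for *Col1a1*, 0.32 for *Itga2*, 0.44 for *Spp1*, 0.20 for *Adamts2*, 0.19 for *Sparc*, 0.05 for *Lama1*, 0.51 for *Mmp9* and 0.35 for *Thbs1*. The male minus female effect reversed for *Col1a1* (−0.04), *Spp1* (−0.42), *Mmp9* (−0.39) and *Thbs1* (−0.28). Another 32 values of key genes moved without a reversal being shown, among them *Itgae* and *Hc* between the WT cultures, whose lower limits with the housekeeping correction leave the sign open. *Lama1*, *Itga2*, *Adamts2* and *Sparc* had a larger rise in male cells, and *Mmp13*, *Hc* and *Itgae* a larger rise in female cells, under the housekeeping correction, the panel median and no normalisation alike, as did 17 wells of the array for a larger rise in male cells.

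With the 56 wells of at most 30 in all cultures, the wells at least 2-fold higher and lower were 0 and 2 for male versus female WT and 3 and 2 for male versus female OBVEGFKO, and none was lower in OBVEGFKO than in WT cells of either sex (0 and 0). The medians and the key genes under this limit did not move, and *Itgae*, *Hc* and *Lama1* have no value there. With the 76 wells under 35, an alternative chosen after seeing the data, the wells lower in male than in female OBVEGFKO cells were 5 in place of 8, and none was lower in OBVEGFKO than in WT cells (0 and 0). These limits also remove wells in which the reading above the limit is itself the difference, so the counts do not show where the differences come from.

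With a threshold of 1.5-fold, the wells higher and lower were 5 and 16 for male versus female WT and 16 and 13 for male versus female OBVEGFKO, and 5 were lower in male OBVEGFKO than in male WT cells. With a threshold of 4-fold, they were 1 and 3 for male versus female WT, 22 and 0 for female OBVEGFKO versus WT and 38 and 0 for male OBVEGFKO versus WT, and none was higher in male than in female OBVEGFKO cells (0 in place of 6). These changes follow from the threshold itself.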

Differences from the paper's values

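The paper's text gives 44 fold changes for the 11 key genes. Those of *Adamts2*, *Mmp13* and *Sparc* after OBVEGFKO were compared in the order female, then male. In the text's own order, male and female, each of them differed from the value here by more than 1.5 times. With the order female, then male, none of the 44 differed by more than 1.5 times or in sign, and 43 were within 2%. The exception was *Spp1* in female OBVEGFKO versus WT cells, 2.8-fold here against the 2.99-fold of the paper's text. The paper's Fig. 5G prints about 2.8-fold for this value. As the wells of these genes were located through the paper's fold changes, the closeness is by construction.

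The paper gives the fold changes of *Adamts2*, *Mmp13* and *Sparc* after OBVEGFKO for male and female cultures in that order. In the data the order is female, then male: *Adamts2* and *Sparc* rose more in male cells, by 1.10 and 1.03 on the log2 scale, and *Mmp13* rose more in female cells, with a male minus female difference of −0.61. The paper states that *Itgae* and *Hc* were lower in male than in female WT cells. The Ct of both was at the limit of 35 in female WT cells, so the direction was not determined here.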

Other observations

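The tests in this part were chosen after the results were seen, except that of lower housekeeping expression in OBVEGFKO cultures, which was set out before the data were examined.

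Nearly all wells of the array were higher in OBVEGFKO than in WT cells of both sexes. If lower housekeeping expression at equal cDNA were the sole cause, the housekeeping Ct would be higher in OBVEGFKO cells, but it changed by −1.645 cycles in female and −0.859 cycles in male cells. These falls do not exclude lower housekeeping expression together with more cDNA. A greater amount of cDNA in the OBVEGFKO preparations as the sole cause is argued against by the same values, since the housekeeping Ct fell by 49.6% of the median fall of the panel in female and 30.6% in male cells, where equal falls would be needed. The wells spread about their median little more widely than between the WT cultures of the sexes, with an interquartile range 1.23 times as wide in female and 1.17 times in male cells. This is consistent with a change common to all wells of a culture, beside which the differences between genes are small. Whether the housekeeping genes are a fitting reference for it stays open. The housekeeping Ct fell by 1.67 cycles less than the median well in female cells and 1.95 cycles less in male cells, and a rise of the panel and a reference that did not follow the cDNA cannot be told apart from 1 recovered number per comparison. A response of the panel as a whole to *Vegf* deletion is not excluded, and with 1 culture per group a difference between cultures or between the viruses was not tested.

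The number of wells with a greater rise in male than in female cells depended on the scaling. With the housekeeping correction 62 of 84 wells rose more in male cells, with the panel median Ct as the reference 66 did, and without normalisation 17 did. The counts of 62 and 66 include the 2 wells at a Ct of 35 in all 4 cultures, in which nothing was detected. A sex difference in the panel and a sex difference in the housekeeping Ct change, which was 0.786 cycles, cannot be told apart here, because any such correction shifts all wells alike and the RNA input was the same by design. *Lama1*, *Itga2*, *Adamts2* and *Sparc* rose more in male cells under each of the 3 scalings, and sex stays open and untested as an explanation for these.

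Across wells, the effect of OBVEGFKO in female cells was only weakly related to that in male cells. Spearman's rho was 0.17 over the 76 wells under 35 in all cultures and 0.30 over the 56 wells of at most 30. For the comparison of male with female cells, the rho between WT and OBVEGFKO cultures was 0.29 and 0.44. The 2 effects in each pair share no culture, 4 such relations were computed, and genes are not independent replicates, so no p-value is given. A constant added to all wells does not change these values.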
